# Physiology of *Pseudomonas aeruginosa *in biofilms as revealed by transcriptome analysis

**DOI:** 10.1186/1471-2180-10-294

**Published:** 2010-11-17

**Authors:** James P Folsom, Lee Richards, Betsey Pitts, Frank Roe, Garth D Ehrlich, Albert Parker, Aurélien Mazurie, Philip S Stewart

## Abstract

**Background:**

Transcriptome analysis was applied to characterize the physiological activities of *Pseudomonas aeruginosa *grown for three days in drip-flow biofilm reactors. Conventional applications of transcriptional profiling often compare two paired data sets that differ in a single experimentally controlled variable. In contrast this study obtained the transcriptome of a single biofilm state, ranked transcript signals to make the priorities of the population manifest, and compared ranki ngs for *a priori *identified physiological marker genes between the biofilm and published data sets.

**Results:**

Biofilms tolerated exposure to antibiotics, harbored steep oxygen concentration gradients, and exhibited stratified and heterogeneous spatial patterns of protein synthetic activity. Transcriptional profiling was performed and the signal intensity of each transcript was ranked to gain insight into the physiological state of the biofilm population. Similar rankings were obtained from data sets published in the GEO database http://www.ncbi.nlm.nih.gov/geo. By comparing the rank of genes selected as markers for particular physiological activities between the biofilm and comparator data sets, it was possible to infer qualitative features of the physiological state of the biofilm bacteria. These biofilms appeared, from their transcriptome, to be glucose nourished, iron replete, oxygen limited, and growing slowly or exhibiting stationary phase character. Genes associated with elaboration of type IV pili were strongly expressed in the biofilm. The biofilm population did not indicate oxidative stress, homoserine lactone mediated quorum sensing, or activation of efflux pumps. Using correlations with transcript ranks, the average specific growth rate of biofilm cells was estimated to be 0.08 h^-1^.

**Conclusions:**

Collectively these data underscore the oxygen-limited, slow-growing nature of the biofilm population and are consistent with antimicrobial tolerance due to low metabolic activity.

## Background

The physiological activities of bacteria growing in biofilms are difficult to divine, because these activities are diverse, change with time as the biofilm develops, and are subject to extreme micro scale spatial heterogeneity [1]. It is also clear that the metabolism and activities of a particular biofilm will be shaped by the specific chemical and physical environment in which it grows. These realities make it difficult to develop a consensus picture of the physiology of the biofilm state as there is so little overlap in the lists of genes differentially expressed between the planktonic and biofilm states of *Pseudomonas aeruginosa *prepared by different experimenters [2-7].

However, there are biofilm physiological traits, such as antimicrobial tolerance [8] and reduced growth rate [1], for which there is considerable consensus. These robust phenotypes, with their functional and evolutionary importance, should have discernable biochemical and genetic bases. We sought to understand these phenotypes with an unconventional interpretation of transcriptional profiling studies. Conventional interpretations of transcriptional profiling studies compare two paired data sets that differ in a single controlled variable (e.g., iron concentration, quorum sensing signal molecule addition). In this study, we have obtained the transcriptome for a single biofilm specimen, ranked the transcripts based on the signal intensity to make the priorities of the population manifest, and compared rankings for *a priori *identified physiological marker genes between the biofilm and a number of published data sets. For example, if we wish to discern whether the biofilm is responding to iron limitation, we first identify a set of genes that are up-regulated in response to iron deprivation (e.g. the work of Ochsner [9]). The rank of each of these transcripts in the biofilm data set is then compared to transcript ranks for the same genes in data sets collected from both rapidly growing and deliberately iron-starved cultures. In this way it becomes possible to evaluate physiological activities in the biofilm rather than just documenting differences between the biofilm and a reference state.

In the experiments reported here, RNA was extracted from an entire, homogenized biofilm specimen. An obvious concern with this approach is that it neglects the inherent biological heterogeneity of the biofilm [1]. We would like to address this concern upfront with two points. First, just because a population is heterogeneous does not mean that measurements of population averages are invalid. Population averages are very widely and informatively used in biology. Second, we suggest that even the concept of an average may not be appropriate in this case. The current conceptual model of *P. aeruginosa *drip-flow biofilms is that they consist of two distinct populations: an aerobic, metabolically active upper layer and a lower, and larger, layer consisting of inactive cells containing very low levels of mRNA [10,11]. Because the inactive cells contain so little RNA, this majority is expected to be essentially invisible on the microarray. From this perspective, the transcriptomes reported here may best be thought of as reflecting the properties of the transcriptionally-active subpopulation rather than the average behavior of the entire population. These concepts are elaborated on in the Results and Discussion.

## Results and Discussion

Three day old drip flow biofilms of *P. aeruginosa *were characterized with respect to antibiotic tolerance, oxygen availability, and microscale patterns of protein synthetic activity. These biofilms contained 9.56 ± 0.31 cfu cm^-2^.

### Reduced antibiotic susceptibility of biofilm bacteria

*P. aeruginosa *cells grown in biofilms were protected from killing by tobramycin and ciprofloxacin, in comparison to actively growing planktonic bacteria. Both antibiotics rapidly and effectively reduced viable cell numbers in an aerobic, planktonic culture. After 12 h of treatment with 10 μg ml^-1 ^tobramycin or 1.0 μg ml^-1 ^ciprofloxacin, planktonic log reductions measured were 3.18 ± 1.79 (n = 3, ± SD) and 4.84 ± 0.55 (n = 3, ± SD) for tobramycin and ciprofloxacin, respectively. In contrast, neither antibiotic was very effective against biofilms of *P. aeruginosa*. After 12 h exposure to antibiotic in continuously flowing medium, the log reductions in viable cell numbers were 0.72 ± 0.56 (n = 3, ± SD) and 1.37 ± 0.06 (n = 3, ± SD) for tobramycin and ciprofloxacin, respectively. The log reductions measured for biofilm bacteria were 23% and 28% of the planktonic log reductions for the two antibiotics, respectively. Reduced killing of the biofilm in comparison to planktonic cells was statistically significant (*p *= 0.04 and *p *= 0.0004 for tobramycin and ciprofloxacin, respectively). These data demonstrate that these drip-flow biofilms exhibit the antibiotic-tolerant phenotype that is considered a hallmark of the biofilm mode of growth.

When biofilm bacteria were dispersed prior to antibiotic exposure, they again became susceptible to the antibiotics. Log reductions measured for biofilm cells re-suspended into aerated medium and treated with tobramycin or ciprofloxacin for 12 h were 3.90 ± 0.10 and 4.40 ± 0.53, respectively. This degree of killing was the same as that measured for planktonic bacteria, indicating that susceptibility was rapidly and fully restored upon dispersal of cells from the biofilm.

### Low oxygen concentrations in biofilms

An oxygen microelectrode was used to demonstrate the presence of oxygen concentration gradients in this system (Figure 1A). The oxygen concentration in the flowing fluid above the biofilm was approximately 6 mg l^-1^. Oxygen concentration decreased to 0.2 mg l^-1 ^or less inside the biofilm. A similar profile was measured in a duplicate experiment. The oxygen concentrations shown in Figure 1A may not define the lower bound of oxygen concentration inside the biofilm because the electrode was positioned only partway into the biofilm, to avoid electrode breakage.

**Figure 1:**
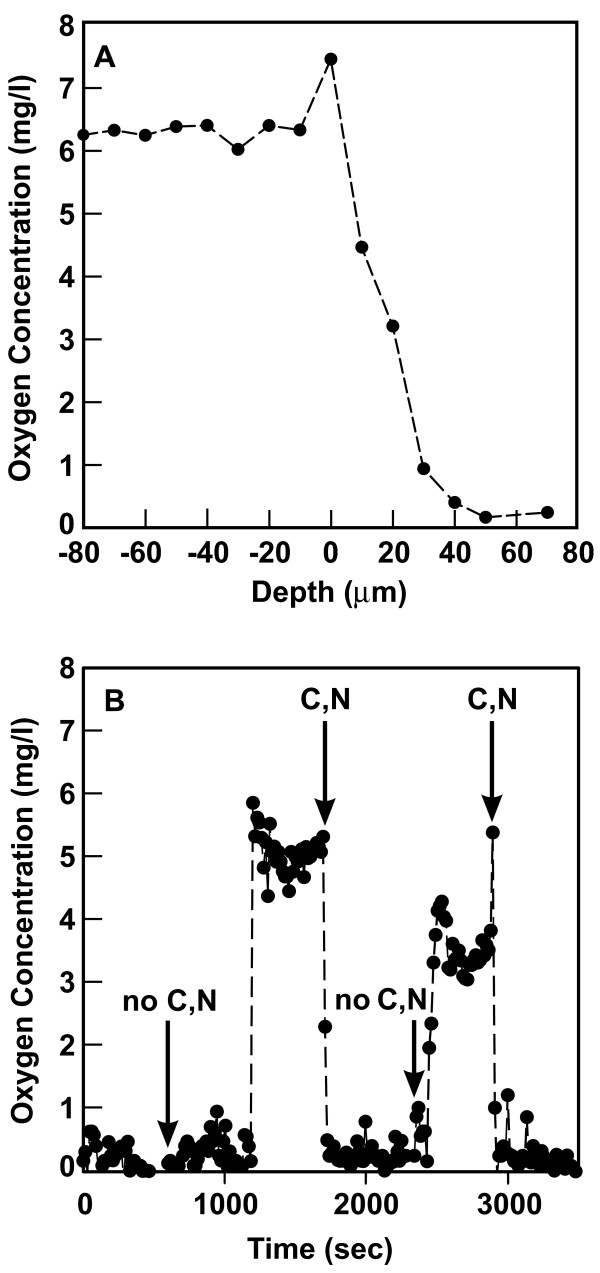
**Oxygen concentrations in *Pseudomonas aeruginosa *biofilms**. Panel A shows a representative oxygen concentration profile with depth in the biofilm. Zero on the x-axis corresponds to the biofilm-bulk fluid interface. Negative positions are located in the fluid film above the biofilm and positive positions are located inside the biomass. Panel B shows the coupling between oxygen and glucose utilization. The oxygen microelectrode was positioned at a location within the biofilm where the oxygen concentration was low. The medium flowing over the biofilm was switched between one containing glucose and ammonium ion (C, N) and a medium lacking these constituents (no C, N) as indicated by the arrows. The complete medium is present at time zero.

The utilization of oxygen by bacteria is coupled to their simultaneous uptake and oxidation of a carbon source. To investigate this coupling, the oxygen microelectrode was positioned at a depth part way into the biofilm where the oxygen concentration was less than 0.5 mg l^-1 ^(Figure 1B). The medium flowing over the biofilm was then changed from complete PBM to PBM lacking glucose and ammonium sulfate. Within a few minutes after switching to this starvation medium, the oxygen concentration in the biofilm abruptly rose to approximately 5 mg l^-1^. When the complete medium containing glucose and the nitrogen source was restored, the oxygen concentration quickly dropped back to its previous low level. Upon switching once again to the starvation medium, the oxygen concentration again returned to the higher level. Restoring the complete medium again caused the oxygen concentration to fall. The same behavior was observed in a duplicate experiment. These experiments show that oxygen and glucose utilization are interdependent.

### Heterogeneous patterns of protein synthetic activity in biofilms

The induction of a GFP has been used to reveal regions of active protein synthesis in biofilms [12-14]. When this technique was applied to *P. aeruginosa *biofilms grown in drip-flow reactors, a stratified pattern of activity was observed (Figure 2). Expression of GFP was localized in a band at the top of the biofilm adjacent to the source of nutrients and oxygen. The dimension of the GFP-expressing zone averaged 66 ± 30 μm (n = 3, ± SD). The average thickness of the entire biofilm was 170 ± 78 μm (n = 3, ± SD) (Table 1). While the predominant zone of activity was along the air interface (Figure 2A), GFP fluorescence was occasionally observed in thin strata in the interior and even at the bottom of the biofilm (Figure 2B). The observation of fluorescent GFP at the bottom of the biofilm argues against the interpretation that these patterns are an artifact of incomplete IPTG penetration. In prior studies, the facile penetration of IPTG throughout *P. aeruginosa *biofilms has been demonstrated [12,14].

**Figure 2:**
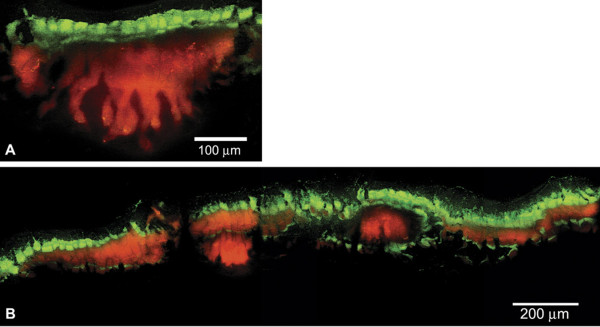
**Spatial pattern of protein synthetic activity, as revealed by transient expression of an inducible GFP (green) in a *P. aeruginosa *biofilm grown in a drip-flow reactor**. In this frozen section, the steel substratum was formerly at the bottom and the aerated nutrient medium at the top. Rhodamine B counterstaining (red) indicates the extent of the biofilm.

**Table 1:** Determination of mean biofilm thickness and mean dimension of the zone in which GFP was expressed.

Strain (plasmid)	IPTG (mM)	Biofilm*† Thickness (μm ± SD)	GFP zone*† dimension (μm ± SD)	Maximum† Fluorescence intensity (arbitrary ± SD)
PAO1 (pAB1)	0	165 ± 100	none	24 ± 26
PAO1 (pAB1)	1	170 ± 78	66 ± 30	166 ± 61
PAO1 (pMF54)	1	120 ± 38	none	3 ± 1

*The thickness of the area of GFP expression as well as the overall thickness of the biofilm was measured 3 times. Measurement of *Pseudomonas aeruginosa *PAO1 carrying plasmid pAB1 containing an IPTG-inducible GFP with and without IPTG are compared with *P. aeruginosa *carrying plasmid pMF54 lacking GFP.

†The uncertainties indicated are standard deviations.

### Transcriptional profiling of biofilms - nutritional and growth status

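RNA of 6 drip-flow biofilms was measured on 6 Affymetrix arrays, 3 from biofilms grown for 72 h and 3 from biofilms grown for 84 h as the methods describe. The sample labels also give these times, state no treatment and name the 84 h arrays 12 h controls, but give an age of 3 days for all 6. RNA was turned into labelled cDNA and hybridized, and the authors deposited the MAS5 signal intensity of every probe set, an average over the probes of a target after subtraction of background. The arrays had been scaled to a common level: the mean signal without the outermost 2% of probe sets at each end lay between 500.2 and 500.6 on every array. Each array was ranked over all 5896 probe sets, with rank 1 the highest signal and the median rank at 2948.5, and the top 10% of probe sets end at rank 589.6. Ranks are means ± SD over arrays. A rank also depends on how well a probe set binds its target, so places in the ranking are description and carry no p. The comparator arrays were not analysed here, and the comparator ranks used below are those the paper prints.
The 5545 probe sets of PAO1 genes had a median signal between 352 and 448 and a 5th percentile between 122 and 209.7 across the arrays. The 117 probe sets with no PAO1 locus tag, which target genes of other strains, had medians from 3.8 to 27.6. Intergenic probe sets (199) lay between these groups, with medians from 190.4 to 328. The most abundant gene transcripts stood further above the rest at 72 h, where the 99th percentile of gene probe sets was 3676 to 6098, than at 84 h, where it was 2635 to 2819. Rank correlations across all probe sets between pairs of arrays ran from 0.799 to 0.945. The paper's text does not say which biofilms were grown or processed together.

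**Figure D1:**
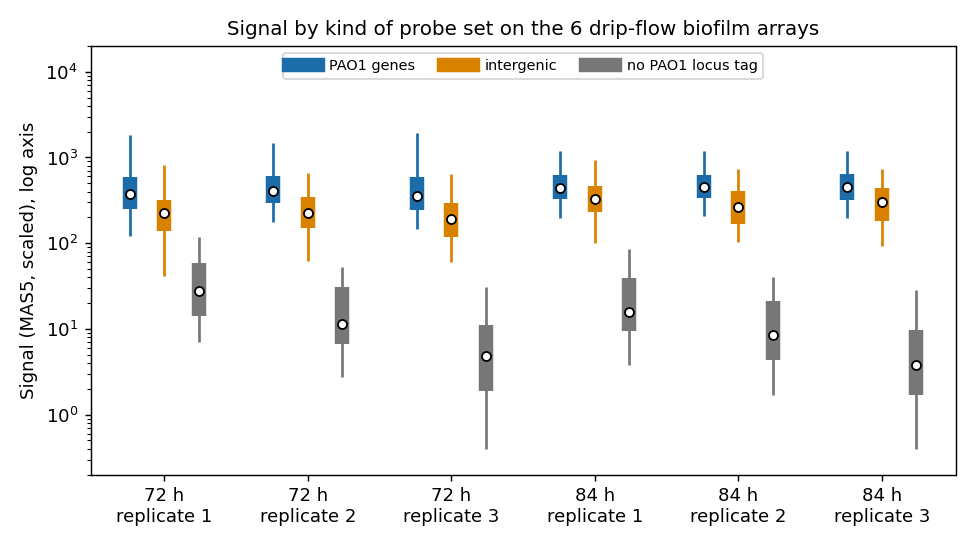
Signal intensity (log axis) of probe sets of PAO1 genes, intergenic probe sets and probe sets with no PAO1 locus tag on each of the 6 arrays. Thick bars span the 25th to 75th percentile, thin bars the 5th to 95th percentile, and dots mark the median. Gene probe sets lie highest and those with no PAO1 locus tag lowest on every array.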

The RNA was extracted from 3-day old *P. aeruginosa *drip-flow reactor grown biofilms and subjected to global transcriptional profiling. These microarray data have been deposited to Gene Expression Omnibus (GEO) accession GSE22164. We compared the expression of individual genes or groups of genes indicative of specific physiological activities by analyzing the rank of the selected transcript in the drip flow biofilm transcriptome across 6 different experiments and planktonic comparator transcriptomes [15-22] listed in Table 2 and Additional file 1.

**Table 2:** *P. aeruginosa *transcriptional profiling data sets used for comparison.

GEO ID	Symbol Color	Medium	n	Reference
GSE6741	● 20% O_2 _- light green ● 2% O_2 _- gold ● 0.4% O_2 _- red ● 0% O_2 _+ nitrate - dark green	minimal amino acids 37°C, sparged and stirred exponential phase, OD ~ 0.08	2	[15]
				
GSE2430	● untreated control - pink	BHI, 37°C, shaken; early stationary phase, OD ~ 2.8	2	[18]
				
GSE4152	● untreated control - yellow ● Cu stressed - blue	MOPS buffered LB, 37°C, early exponential phase, OD ~ 0.2	2	[20]
				
GSE2885	● OD ~ 0.2 - light gray ● OD ~ 1.3 - white ● OD ~ 2.1 (Fe limited) - purple	minimal glucose, 37°C, sparged and stirred, three points in batch culture	2	[22]
				
GSE5604	● untreated control - light blue	minimal acetate, 20°C, chemostat with dilution rate 0.06 h^-1^	2	[17]
				
GSE7704	● control - brown	minimal citrate, 37°C, shaken, OD ~ 0.6	3	[19]
				
GSE5443	● control - dark blue	LB, 37°C	2	[16]
				
GSE8408	● control - dark gray	minimal succinate and non-sulfur containing amino acids, 30°C, shaken, OD ~ 0.2	3	[21]

Additional file 1 contains a version of this table that includes colored symbols for visual identification of the symbols used in Figures 3, 5, and 6.

When grown on glucose, *P. aeruginosa *expresses an outer membrane protein, OprB, which is involved in the uptake of sugars [23]. Figure 3A compares the rank of the *oprB *(PA3186) transcript in several data sets, including our drip-flow reactor biofilm. This gene is highly expressed in the biofilm (n = 6, average rank of 26) and also highly expressed in one other transcriptome from a study [22] in which the bacteria were grown on a glucose-minimal medium (average of rank 7). 

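The transcript of oprB (PA3186), the outer membrane porin for glucose, ranked 26.2 ± 16.0 (SD, n = 6), between 14 and 56 on single arrays. Its signal of 6058 ± 1737 (n = 6) was 15.2 times that of the median gene. In the operon of oprB, PA3190, the binding protein of the glucose transporter, ranked 119.7 ± 93.0 (n = 6), and the transporter genes PA3188 and PA3189 ranked lower, at 567 ± 449.6 and 1353 ± 1083. Nearby stood pgl (6-phosphogluconolactonase) at 141 ± 86.8 and zwf (glucose-6-phosphate dehydrogenase) at 289 ± 197. Of 21 genes of glucose uptake and the Entner-Doudoroff pathway, 8 ranked in the top 10%, and their median rank of 1353 was above that of 99.9% of 10000 random lists of the same size. Some genes of the oxidative route ranked lower, among them the glucose dehydrogenase gcd at 3208 ± 1239 (n = 6) and PA2261, of 2-ketogluconate use, at 5469 ± 249.9. The oprB probe set is of a kind that can match more than 1 transcript.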

The rank of the PA3186 transcript is lower in cells grown on minimal media supplemented with acetate or citrate, lower still on complex media such as LB or BHI, and lowest of all on a minimal amino acid medium. The straightforward interpretation of this comparison is that the strong expression of *oprB *in the drip-flow biofilm implies the presence of glucose in the system. Since the medium used in this study contained glucose as the sole carbon and energy source, these results illustrate the face validity of our approach.

**Figure 3:**
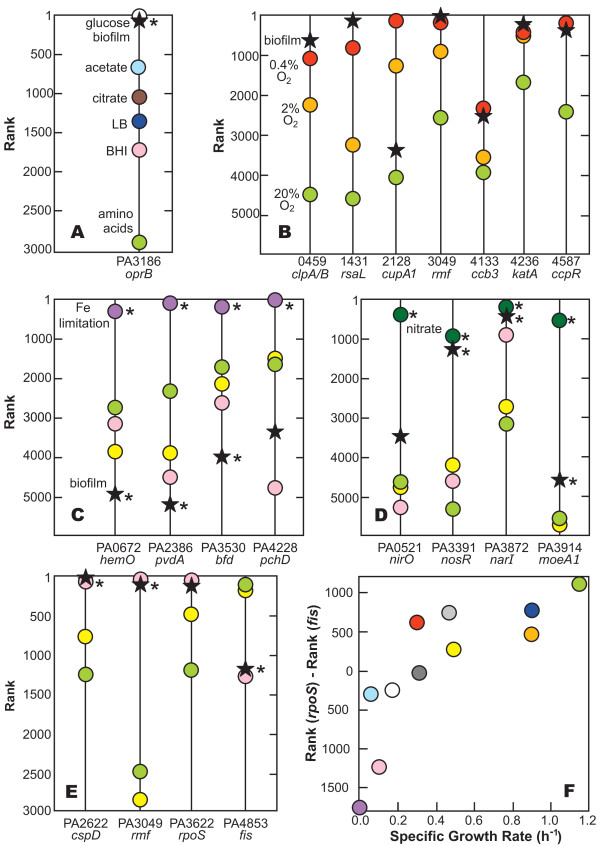
**Comparison of transcript ranks for genes related to nutritional status and growth state**. Shown are comparisons for selected genes involved in glucose uptake (A); oxygen limitation (B); iron limitation (C); presence of nitrate (D); and growth phase (E). Panel F shows the association between the difference in gene ranks for PA3622 (*rpoS*) and PA4853 (*fis*) and specific growth rate. Colored symbols correspond to individual data sets as given in Table 2 and Additional file 1. An asterisk next to a data point indicates a statistically significant difference between the indicated data set and the combined data of three standard comparator data sets (see Materials and Methods for specifics). In panel E, which concerns growth rate, the statistical comparison is to the two comparator data sets in exponential phase; the untreated control of Nalca et al was omitted. Where a label such as "Fe limitation" appears, it denotes a transcriptome that can be considered a positive control. Where no such label appears, a suitable positive control data set was lacking.

To further demonstrate the potential to diagnose metabolic activities from transcript ranks, we conducted a more comprehensive analysis of relationship between the presence or absence of glucose and the ranks of selected gene transcripts. Fifty eight samples were identified in which no glucose was present in the medium. Eleven samples were identified in which glucose was the sole or predominant carbon source. Differences in the ranks of pairs of genes, identified by inspection, were found to discriminate the glucose-present and glucose-absent data sets (Figure 4A). The drip-flow biofilm data group with the glucose-present comparators, as expected. 

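On every array oprB ranked higher than aceA (PA2634), the isocitrate lyase of the glyoxylate shunt, which averaged 2065 ± 1320 (n = 6). The rank of aceA minus that of oprB was 2039 ± 1332 (SD, n = 6), from 432 to 3977 on single arrays. It averaged 1050.3 ± 893 at 72 h and 3028 ± 839 at 84 h (n = 3 each). The gene gidB (PA5564) ranked 821 ± 366 and PA3187, the ATP-binding protein of the glucose transporter, 123 ± 93.2 (n = 6). Their difference was 698 ± 347 (n = 6), from 376 to 1295, so both differences were above 0 on 6 of 6 arrays. The signal of aceA differed by -0.98 (SE 0.31) on the log2 scale from 72 h to 84 h. Over all 6 arrays the difference did not pass by limma without a replicate block (adjusted p = 0.147) and passed with the block (adjusted p = 0.0353).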

The six glucose-absent points that overlap with the glucose-present cluster are from a single investigation in which glycerol was the predominant carbon source. The extensive commonality of pathways for catabolism of glucose and glycerol may explain this overlap.

**Figure 4:**
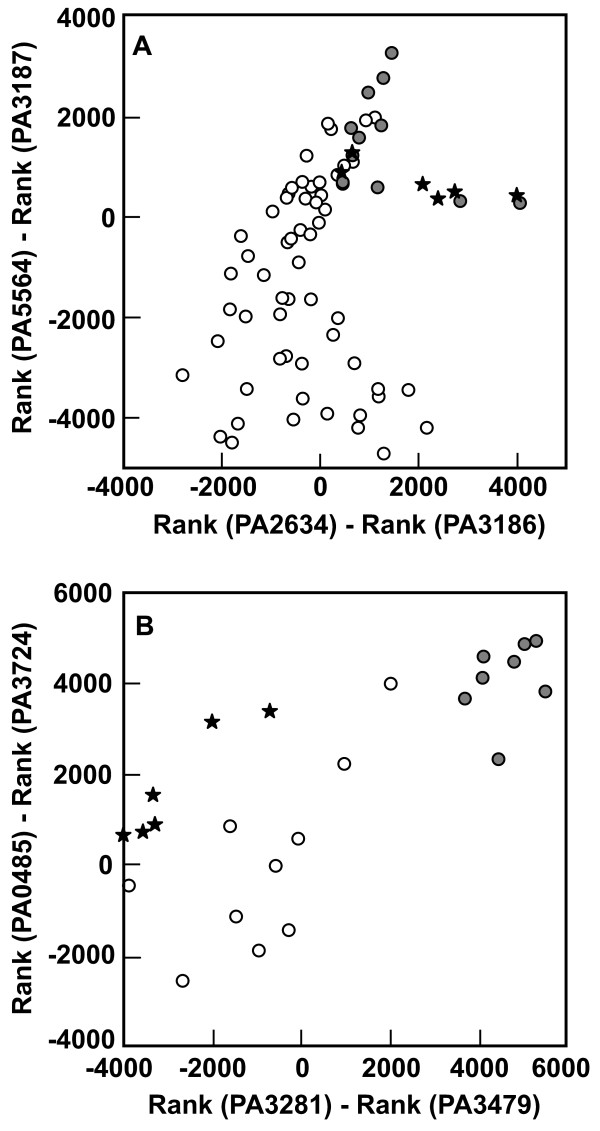
**Discrimination of glucose metabolism (A) and homoserine lactone quorum sensing (B) based on differences in transcript ranks**. Open symbols are glucose-absent or quorum sensing negative comparators in panels A and B, respectively. Filled symbols are glucose-present and quorum sensing positive comparators in panels A and B, respectively. Stars indicate drip-flow biofilm samples. The genes appearing in these graphs are annotated as: PA5564, *gidB*, glucose inhibited division protein B; PA3187, probable ATP-binding component of ABC transporter; PA2634, *aceA*, isocitrate lyase; PA3186, glucose/carbohydrate outer membrane porin OprB precursor; PA0485, conserved hypothetical protein; PA3724, *lasB*, elastase; PA3281, hypothetical protein; *rhlA*, rhamnosyltransferase chain A.

Alvarez-Ortega and Harwood [15] identified genes induced under conditions of low oxygen concentration. From their results, we identified a subset of seven genes that were particularly strongly induced by low oxygen and whose transcript rank increased monotonically with decreasing oxygen concentration. Figure 3B compares the rank for these seven genes between drip-flow biofilms in this study and the Alvarez-Ortega and Harwood [15] data. The rankings of the transcripts for the biofilm were consistent with low oxygen concentrations for six of seven transcripts. This comparison indicates that the biofilm experienced oxygen limitation.

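Transcripts of the low-oxygen response ranked near the top of the biofilm transcriptome. Those of rmf, the ribosome modulation factor, averaged 16.8 ± 5.19 (SD, n = 6), rsaL, a repressor of lasI, 55.5 ± 13.0, the catalase gene katA 229 ± 79.4 and ccpR, cytochrome c peroxidase, 245 ± 185. Of the 7 genes of Figure 3B, 5 were in the top 10%. The other two were PA4133, a subunit of a cytochrome oxidase, at 2490 ± 1128 (n = 6) and cupA1, a fimbrial subunit, at 3352.5 ± 1145.
Among 18 genes of the low-oxygen oxidases and of the regulon of Anr, the oxygen-sensing regulator, 12 ranked in the top 10%. Their median rank of 188 was above that of 100% of 10000 random lists. PA3309, a universal stress protein, ranked 34.5 ± 23.7 (n = 6), the cbb3 oxidase genes ccoO2 and ccoP2 61.2 ± 29.5 and 71.7 ± 32.5, and anr itself 198.5 ± 62.6, while ccoP1 of the other cbb3 oxidase was at 2993 ± 1937. Of 7 genes of arginine deiminase and pyruvate fermentation, 6 were in the top 10%, with arcA at 39.2 ± 27.5 (n = 6) and arcB at 51.7 ± 32.2, and the lactate dehydrogenase gene ldhA at 4164 ± 725. The 11 genes of aerobic terminal oxidases divided: coxB and coxA of the aa3 oxidase ranked 269 ± 169 and 301 ± 153 (n = 6), and cyoD of the quinol oxidase 5723 ± 69.4. Their median of 2702 was above that of 59.4% of random lists. The paper sets these 7 genes beside cultures at graded oxygen, finds most of them at ranks of low oxygen and reads from this that the biofilm was limited for oxygen.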

A recent investigation reported 117 genes induced by transferring *P. aeruginosa *from aerobic to anaerobic conditions [24]. Thirty-five genes appearing on this list also appear in Table 3, a significant overlap (*p *= 3 × 10^-12^; random chance would predict an overlap of approximately 2 genes). This overlap reinforces the interpretation of an oxygen-limited physiology of the drip-flow biofilm population.

**Table 3:** Genes expressed more highly in untreated *P. aeruginosa *drip-flow reactor biofilms (n = 6) than in several comparator transcriptomes.

		DFB*	**Comp**.*		
Gene ID	Name	Rank	Rank	Note	Description
PA0038		185	1734		hypothetical protein
PA0105-0107	*coxBA*	174	3225	O_2_	cytochrome c oxidase
PA0200		145	3494		hypothetical protein
PA0284		77	712		hypothetical protein
PA0409	*pilH*	56	539		Type IV pili biogenesis
PA0515-0519	*nirFCMS*	207	2547	O_2_	nitrite reduction
PA0523-0524	*norCB*	177	3770	O_2_	nitric oxide reductase
PA0586-0588		123	1848	O_2_	conserved hypothetical and serine protein kinase
PA0713		103	3107	O_2_	conserved hypothetical protein
PA717-0726		185	3323		hypothetical proteins of bacteriophage Pf1
PA0763	*mucA*	30	296		anti-sigma factor
PA1041		47	1850		probable outer membrane protein precursor
PA1174	*napA*	270	2433	O_2_	periplasmic nitrate reductase
PA1178	*oprH*	5	831		outer membrane protein H1 precursor
PA1190		105	3558		conserved hypothetical protein
PA1414		14	756		hypothetical protein
PA1431	*rsaL*	45	1835	O_2_	regulatory protein
PA1555-1556		64	1312	O_2_	cytochrome c oxidase
PA1592		4	67		hypothetical protein
PA1673		152	2346	O_2_	hypothetical protein
PA1746		173	2016	O_2_	hypothetical protein
PA1982-1983	*exaAB*	315	5317		alcohol dehydrogenase, cytochrome c550
PA2274		378	3473		putative monooxygenase
PA2381		64	1279	O_2_	conserved hypothetical protein
PA2485		161	2704		hypothetical protein
PA2501		133	1858		hypothetical protein
PA2622	*cspD*	19	591		stationary phase replication inhibitor
PA2754		140	1797		conserved hypothetical protein
PA2780-2781		205	2983		hypothetical proteins
PA2807-2808	*ptrA*	47	3378	Cu	hypothetical and two-component repressor
PA2862	*lipA*	176	2785		lactonizing lipase precursor
PA2883		121	2207		hypothetical protein
PA2937		53	3144		hypothetical protein
PA3040		40	553		conserved hypothetical protein
PA3049	*rmf*	11	1575	O_2_	ribosome modulation factor
PA3126	*ibpA*	134	1382		heat-shock protein IbpA
PA3181		226	2020		2-keto-3-deoxy-6-phosphogluconate aldolase
PA3186-3190	*oprB*	68	1936		glucose uptake
PA3205		16	1033		hypothetical protein
PA3235		101	2118		conserved hypothetical protein
PA3309		33	1076	O_2_	universal stress protein
PA3369-3371		196	3302		hypothetical proteins
PA3412		163	3772	Cu	probable transcriptional regulator
PA3415		225	2682		probable dihydrolipoamide acetyltransferase
PA3416-3417		259	2723		pyruvate dehydrogenase
PA3418	*ldh*	52	2352		leucine dehydrogenase
PA3515-3519		92	2804	Cu	hypothetical proteins and probable lyases
PA3523		128	3765	Cu	probable RND efflux membrane fusion protein
PA3552	*pmrH*	269	2400		lipopolysaccharide modification
PA3572		107	1616		hypothetical protein
PA3577		253	3216		hypothetical protein
PA3690-3691		57	1482	Cu	probable metal-transporting P-type ATPase
PA3792	*leuA*	38	603		2-isopropylmalate synthase
PA3819		44	508		conserved hypothetical protein
PA3920		79	2577	Cu	probable metal transporting P-type ATPase
PA3973		292	2829		probable transcriptional regulator
PA4352		114	1316	O_2_	conserved hypothetical protein
PA4550-4551	*fimUpilV*	167	2088		type 4 fimbrial biogenesis proteins
PA4577		124	2292		hypothetical protein
PA4607-4611		136	2173		hypothetical proteins
PA4739		143	1345	O_2_	conserved hypothetical protein
PA4773,4776	*pmrB*	166	2538		hypothetical and two-component sensor
PA4781-82		202	2538		probable two-component response regulator
PA5100	*hutU*	258	2660	O_2_	urocanase
PA5212		29	881		hypothetical protein
PA5427	*adhA*	112	2664	O_2_	alcohol dehydrogenase
PA5446		7	866		hypothetical protein
PA5460		118	3962		hypothetical protein
PA5475		294	2787	O_2_	hypothetical protein

*Average Rank in drip flow biofilms (DFB) and three comparator microarray data sets (Comp. Rank) named in the Materials and Methods.

We identified four genes strongly up-regulated by iron limitation [9] and compared their expression between drip-flow biofilm, three standard comparison data sets [15,18,20], and a positive control in which the bacterial culture was deliberately iron-limited (Figure 3C) [22]. All four genes were highly ranked in the iron-limited positive control. The expression rank of these four genes in the drip flow biofilm was consistently lower in comparison to the reference data sets. These data suggest that bacteria in the drip-flow biofilm as grown in this study did not experience limitation for iron. 

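All 4 iron genes of Figure 3C ranked below the median of the biofilm transcriptome. The heme oxygenase gene hemO ranked 5051 ± 336 (SD, n = 6), pvdA of pyoverdine synthesis 5062 ± 479, bfd, a bacterioferritin-associated ferredoxin, 3885 ± 789 and pchD of pyochelin synthesis 3321 ± 639.8. Of 28 genes of siderophores, heme uptake and their regulators, 24 ranked below the median and 0 in the top 10%. Their median of 3936 was above that of only 0.66% of 10000 random lists. The best-placed members were pchC at 1949 ± 577 (n = 6) and phuR, a heme receptor, at 1954 ± 649, and the pyoverdine receptor gene fpvA stood at 4873 ± 335.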

The concentration of iron in the medium, added in the form of ferrous ammonium sulfate, was 1.5 μM.

From the literature, we identified four genes that are induced by the presence of nitrate in the medium, either under aerobic or anaerobic conditions [25]. The expression rank of these genes is compared in Figure 3D. 

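Of the 4 genes of Figure 3D, narI, a subunit of the membrane-bound nitrate reductase, ranked highest in the biofilm at 435.5 ± 100.1 (SD, n = 6). The nitrous oxide reductase regulator nosR followed at 1275 ± 313, then nirO (PA0521) at 3392 ± 1488.5, with single arrays from 1537 to 5182, and moeA1, of molybdopterin synthesis, at 4601 ± 573. Of the other denitrification genes, the nitrite reductase nirS ranked 46.7 ± 13.9 (n = 6), its cytochrome nirM 127 ± 47.2, the periplasmic nitrate reductase napA 312.5 ± 82.6, the nitric oxide reductase norC 313 ± 355 and the nitrous oxide reductase nosZ 487 ± 279. Of 34 denitrification genes 12 were in the top 10%, and their median rank of 1240 was above that of 100% of 10000 random lists. The catalytic subunit narG ranked 2148 ± 568 (n = 6) and the nitrate carrier narK2 3976 ± 468.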

The rank for the drip-flow biofilm for all four genes was higher than the three standard comparison data sets and lower than a nitrate-amended positive control. The medium used to grow the biofilm did not contain added nitrate.

Figure 3E presents a comparison of gene rank for four growth phase responsive genes. Three genes associated with stationary phase, *cspD*, *rmf*, and *rpoS*, [26-29] were very highly ranked in both our drip flow biofilm and the comparison data set that was sampled in stationary phase. The fourth gene whose expression is associated with early exponential phase growth, *fis*, [26,29] showed the inverse ranking. The biofilm and stationary phase culture had similar ranks for the *fis *gene, while the two systems in which bacteria were rapidly growing had much higher ranks. These comparisons suggest that many of the cells in the biofilm exhibit stationary phase character.

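Genes known from stationary phase held 5 places in the top 10% out of 8 listed. The transcript of cspD, an inhibitor of DNA replication, ranked 30.5 ± 21.1 (SD, n = 6) and that of rpoS, the stationary phase sigma factor, 99 ± 42.1. The ribosome hibernation factor PA4463 ranked 28.8 ± 13.8 (n = 6), and PA0962, a DNA-binding protein of the Dps family, 78.3 ± 5.24. Other members ranked low, such as the catalase katE at 5325.5 and the regulator bolA at 3152 ± 693 (n = 6). The gene fis, a DNA-binding protein of growing cells, ranked 1234 ± 268 (n = 6), lower than rpoS on each array. The list's median rank was 88.7.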

To further explore the potential relationship between transcript levels for these genes and growth state, we plotted gene rank for *fis *and *rpoS *as a function of specific growth rate, where a growth rate was reported or optical density versus time data permitted a quantitative estimation (not shown). Though the data is somewhat noisy, it is clear that *rpoS *gene rank decreases with increasing growth rate. The rank of the *fis *gene is relatively constant above a specific growth rate of approximately 0.2 h^-1^, and decreases below this growth rate. The difference in gene rank between *rpoS *and *fis *increases with specific growth rate (Figure 3F). This analysis points to the possibility of inferring growth rate from transcriptomic data. For example, in the drip-flow biofilm the difference in *rpoS *and *fis *gene rank was -1135 ± 296 (n = 6, ± SD). 

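The rank of rpoS minus that of fis was -1135 ± 296 (SD, n = 6), and ran from -1621.5 to -788 on single arrays. It averaged -1241.5 ± 337 at 72 h and -1028 ± 266 at 84 h (n = 3 each). Ranks of fis spread from 900 to 1676.5 and those of rpoS from 55 to 160, so most of the spread came from fis. The signal of rpoS (PA3622) differed by -1.10 (SE 0.43) on the log2 scale from 72 h to 84 h, which did not pass (limma, adjusted p = 0.179), and by -0.23 after quantile normalization (adjusted p = 0.794).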

From Figure 3F, this difference corresponds to a specific growth rate of approximately 0.08 h^-1^. Taking the results of Figures 3E and 3F together, it appears as if bacteria in the biofilm were growing very slowly.

### Oxygen availability limits growth in biofilm

In this experimental system, two potentially limiting substrates for bacterial growth were glucose and oxygen. The composition of the medium used ensured excess nitrogen, phosphorous, sulfur, and other elemental requirements. For example, the molar ratio of ammonium to glucose carbon was 2.3, which provided approximately ten-fold excess nitrogen.

There is no basis for anticipating that glucose was limiting in any part of the biofilms that were grown in this study. This can best be appreciated by a simple calculation. As derived by Williamson and McCarty [30], the metabolic substrate that will first be depleted in a biofilm can be determined by calculating the dimensionless quantity *D*_eG_*S*_G_/*D*_eO2_*S*_O2_*Y*_GO2. _This ratio is a measure of the relative diffusive fluxes of glucose and oxygen into the biofilm, where *D*_e _denotes the effective diffusion coefficient of the respective substrate in the biofilm, *S *denotes the bulk fluid concentration of the respective substrate, and *Y*_GO2 _is the stoichiometric coefficient relating the consumption of glucose and oxygen. In the present case, we take the effective diffusion coefficients of oxygen and glucose to be 1.53 × 10^-5 ^cm^2 ^s^-1 ^and 2.69 × 10^-6 ^cm^2 ^s^-1^, respectively [31]. The yield coefficient has been carefully measured, in biofilms of this bacterium, and is 2.25 g glucose per g oxygen [32]. With the bulk fluid concentration of glucose at 200 mg l^-1 ^and the bulk fluid concentration of oxygen at 6 mg l^-1^, the quantity given by the ratio above has a value of 2.6. This value being greater than 1 means that glucose is provided in excess and that oxygen is the limiting substrate. This interpretation is consistent with the strong expression of *oprB *in biofilm specimens (Figure 3A) and the analysis shown in Figure 4A.

Microelectrode measurements provided direct chemical evidence of reduced oxygen availability (Figure 1). Steep oxygen concentration gradients were measured in the vicinity of the biofilm, with parts of the biofilm experiencing oxygen concentrations of 0.2 mg l^-1 ^or less (Figure 1). These measurements are concordant with the transcriptomic analysis of biofilm bacteria that provides direct biological evidence of oxygen limitation (Figure 3B, Table 3). The following describes our physical understanding of the concentration gradients in this particular biofilm system. In the aerobic layer, both oxygen and glucose are consumed. Once the oxygen has been depleted, utilization of glucose stops. Abundant glucose, approximately 125 mg l^-1^, is predicted to be available at the bottom of the biofilms studied in this investigation.

We note that *P. aeruginosa *is unable to ferment glucose and no arginine was present, precluding fermentative growth [33,34]. No alternative electron acceptor, such as nitrate, was added to the medium used in these studies. Therefore, growth by denitrification was also precluded. The expression of genes associated with denitrification in the biofilm (Figure 3D, Table 3) may have been a response to oxygen limitation. In summary, once oxygen was depleted in this system, one would predict that growth would cease.

### Biofilm harbors slowly-growing or non-growing bacteria

We hypothesize that oxygen limitation in *P. aeruginosa *drip-flow biofilms resulted in slow growth or lack of growth of many of the bacteria in the biofilm. The expression of an inducible GFP was focused in a sharply demarcated band immediately adjacent to the oxygen source. This band represented approximately 38% of the biofilm, indicating that as much as 62% of the biofilm could be anoxic and anabolically inactive. Because alternative fermentable substrates or electron acceptors were absent, oxygen limitation is expected to be sufficient to lead to arrested growth in anoxic regions of the biofilm. This interpretation is qualitatively consistent with previous studies of oxygen availability and spatial patterns of physiological activity in some other *P. aeruginosa *biofilms [12-14,35,36].

Transcriptomic data show that the biofilm exhibited stationary phase character (Figure 3E). This is evident in the pronounced expression of *rmf*, a stationary-phase inhibitor of ribosome function [37], *cspD*, a stationary-phase inhibitor of replication [38], and *rpoS*, a stationary-phase sigma factor[27]. In a previous investigation, we independently reported the elevated expression of *rpoS *in *P. aeruginosa *biofilms [39]. A gene associated with early exponential phase growth, *fis*, was expressed at relatively low levels, consistent with very slow growth. Our estimate of an average specific growth rate of 0.08 h^-1 ^is approximately ten percent of the specific growth rate of *P. aeruginosa *in this medium of 0.74 h^-1^. Colony biofilms of a mucoid strain of *P. aeruginosa *had a reported specific growth rate that was two percent of the maximum specific growth rate in that system [13].

Here we consider two alternative conceptual models for growth and activity within the biofilm. These models attempt to address the microscale heterogeneity that is obviously present and which the transcriptional analysis is incapable of resolving. Both of these conceptual models view the biofilm as having two layers of differing growth rates. In the first model, an aerobic layer representing the upper 40% of the biofilm grows at 0.2 h^-1 ^while the bottom layer has a specific growth rate of zero. The population average growth rate (0.4*0.2 h^-1 ^+ 0.6*0 h^-1^) would be 0.08 h^-1^. In the second model, an aerobic layer representing the upper 40% of the biofilm grows at 0.08 h^-1 ^while the bottom layer has a specific growth rate of zero. The population average growth rate would be 0.032 h^-1^. We believe that the second model is the more realistic. The transcriptome obtained in this study does not represent the average behavior of the biofilm. It reflects rather the activities of the transcriptionally-active subpopulation, which is the aerobic upper layer. Localized gene expression measurements performed by microdissection and PCR show that the *rpoS *transcript is more abundant in the upper layer of the biofilm compared to the middle or bottom layers [10,11]. This confirms that the "active" cells in the biofilm are in fact in a stationary phase-like state and that the inactive cells are depleted of most mRNA.

### Transcriptional profiling of biofilms - stress responses and quorum sensing

The same approach of comparing ranks of selected genes indicative of specific physiological activities was applied to examine oxidative stress, copper stress, efflux pump activities, and quorum sensing in drip-flow biofilms.

The expression levels, as quantified by transcript rank, of five genes associated with oxidative stress [40-42] were not in general elevated in reference to the comparators (Figure 5A). The only possible exception, a putative glutathione peroxidase (PA2826), is difficult to interpret clearly since this gene is also induced under copper stress (see the next paragraph). Thus we conclude that no unusual oxidative stress is occurring.

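Of the 5 oxidative stress genes of Figure 5A, PA2826, a glutathione peroxidase, ranked highest at 549 ± 332 (SD, n = 6), with single arrays from 167 to 1076.5. The DNA repair gene recN ranked 1193 ± 371 (n = 6), the thioredoxin reductase gene trxB2 1484 ± 699, the catalase gene katB 3865 ± 758 and ahpF, the reductase of alkyl hydroperoxide reductase, 4258 ± 612. Other genes that protect from oxidants ranked higher. The superoxide dismutase gene sodB was at 117 ± 77.3 (n = 6) and the peroxidase gene ahpC at 128 ± 42.2. Of 11 listed genes 4 were in the top 10%, and their median rank of 1193 was above that of 99.4% of 10000 random lists. Some lists of other functions stood as high, such as flagellum (99.7%) and heat shock (99.99%), and others did not, such as RND efflux pumps (21.3%). This place is thus not particular to oxidative stress, and it does not bear on ranks relative to comparators. The regulator oxyR ranked 992 ± 465 (n = 6) and the second superoxide dismutase gene, sodM, 4114 ± 643.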

**Figure 5:**
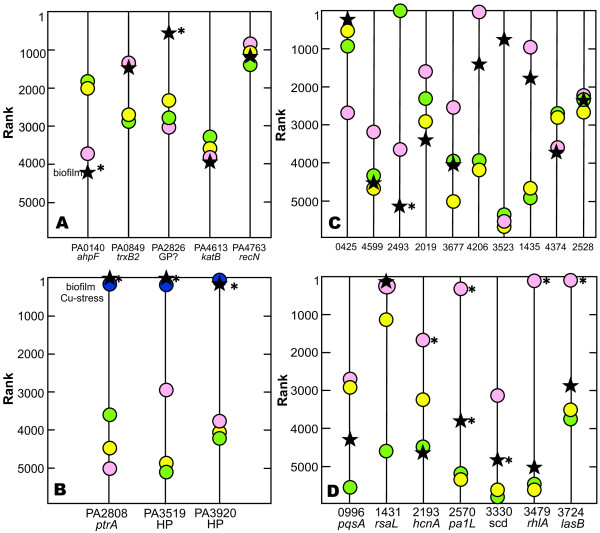
**Comparison of transcript ranks for genes involved in stress responses and quorum sensing**. Shown are comparisons for selected genes involved in oxidative stress (A); copper stress (B); efflux pumps (C); and homoserine lactone quorum sensing (D). Symbols correspond to individual data sets as given in Table 2 and Additional file 1. An asterisk next to a data point indicates a statistically significant difference between the indicated data set and the combined data of three standard comparator data sets (see Materials and Methods for specifics). Where a label such as "Cu stress" appears, it denotes a transcriptome that can be considered a positive control. Where no such label appears, a suitable positive control data set was lacking.

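Genes of the copper response held some of the highest ranks in the biofilm. The transcript of ptrA (PA2808), a type III secretion repressor induced by copper, ranked 22.8 ± 8.42 (SD, n = 6), and PA3519 and PA3920, a copper-transporting ATPase, ranked 58.0 ± 52.1 and 149.8 ± 96.7. Of 20 listed genes 11 were in the top 10%, with a median rank of 396. PA3516 ranked 89.5 ± 43.3 (n = 6), PA3691 117 ± 67.7 and PA2807 118.5 ± 81.1. The regulators cueR and copR ranked 2706 ± 939 and 2622 ± 629.6 (n = 6), and PA3522, an efflux component, 4423 ± 2003. From 72 h to 84 h the log2 signal of PA3920 differed by -1.59 (SE 0.47) and that of PA3519 by -1.60 (SE 0.73). Neither change passed by limma (adjusted p = 0.147 and 0.21), and both passed with a replicate block (adjusted p = 0.0315 and 0.0424). After quantile normalization with the block both were at -0.77 and neither passed (adjusted p = 0.0732 and 0.147).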

We noticed that several genes associated with copper stress, as reported by Teitzel et al. [20], were highly expressed in drip-flow biofilms (Figure 5B). The nominal copper concentration in PBM is 0.16 μM, which is much less than the 10 mM Teitzel et al. used. We identified another data set, that of Love and co-workers [17], in which an acetate minimal medium was supplemented with trace elements including Cu at a final concentration of 2.9 μM. Copper stress genes were highly expressed in this case as well. We therefore suggest that micro molar concentrations of copper are sufficient to induce a copper stress response when *P. aeruginosa *is grown in minimal media.

Efflux pumps were not up-regulated in *P. aeruginosa *biofilms in general (Figure 5C). The one instance of obvious high level expression, PA3523, is associated with copper stress [20].

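The efflux gene PA3523 ranked 835 ± 870.3 (SD, n = 6), and its single arrays ran from 65 to 1966. Its log2 signal differed by -1.97 (SE 0.66) from 72 h to 84 h, which over all 6 arrays passed with a replicate block and not without it (limma, adjusted p = 0.0287, against 0.151). By the mean log2 signal it ranked 260.0 and by the mean signal 128. Of the 10 efflux genes of Figure 5C 1 was in the top 10% by the mean of ranks, mexA of the constitutive MexAB-OprM pump, at 402 ± 140.1 (n = 6). The gene mexH ranked 1481 ± 877 (n = 6), mexC 4623 ± 473 and mexE 5059.9 ± 375. Among 28 genes of pumps of this family 15 ranked below the median. Their median of 3222 was above that of 21.3% of 10000 random lists. The partners of mexA ranked below it, oprM at 1052 ± 477 (n = 6) and mexB at 1227 ± 341, and PA2018, the transporter of the MexXY pump, was near the bottom at 5593.5 ± 65.8.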

Three different laboratories have published data on the set of genes regulated by homoserine lactone quorum sensing in *P. aeruginosa *[43-45]. We selected a consensus subset of seven of these genes that are more highly expressed under conditions of active quorum sensing and compared the drip-flow biofilm transcriptome to the standard reference data sets (Figure 5D). The biofilm rank was relatively low for all but one of these genes, PA1431 or *rsaL*. Though *rsaL *is itself quorum sensing activated, the *rsaL *gene product is a negative regulator that represses many other quorum-sensing activated genes [46]. Thus the high level expression of *rsaL *may be consistent with repression of many of the other genes shown in Figure 5D. These data show, surprisingly, that homoserine lactone quorum sensing is not active in these drip-flow biofilms.

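Of the 7 quorum sensing genes of Figure 5D, 5 ranked below the median of the biofilm transcriptome. The rhamnolipid gene rhlA ranked 4958 ± 631 (SD, n = 6), PA3330 4748 ± 379, the cyanide synthase gene hcnA 4575 ± 1159, pqsA of quinolone synthesis 4199 ± 1016 and the lectin gene pa1L 3729 ± 856. The elastase gene lasB was at 2798 ± 1222 (n = 6), from 1114 to 4001 on single arrays. Of 28 genes of the las and rhl systems 3 were in the top 10%: rsaL, lasI, the synthase of the las signal, at 225 ± 14.5 (n = 6), and PA3326 at 388 ± 62.9. Of these 28 genes 13 ranked below the median. The receptors rhlR and lasR ranked 1051 ± 481 and 1292 ± 675, and the protease gene aprA 5002 ± 524 (n = 6). The list's median rank of 2816 was above that of 54.0% of 10000 random lists. Of the 15 measured genes of quinolone signal and phenazine synthesis 8 ranked below the median and 0 in the top 10%. Their median of 3189 was above that of 30.6% of random lists, with phzC2 at 678 ± 205 (n = 6) and pqsE at 5110.1.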

To further demonstrate the potential for differences in transcript ranks to serve as indices of specific physiological activities, homoserine lactone quorum sensing was examined in a fashion analogous to that described above for glucose (Figure 4A) and growth rate (Figure 3F). The eight quorum sensing positive samples plotted in Figure 4B are planktonic cultures with optical densities greater than 2.0. The 10 quorum sensing negative samples in this figure are either from quorum sensing deficient mutants or planktonic cultures of very low optical density. 

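PA3281 ranked 2116 ± 715 (SD, n = 6) and PA0485 4528 ± 307, the first of them ahead of rhlA (PA3479) and the second behind lasB (PA3724) on every array. The rank of PA3281 minus that of rhlA was -2842 ± 1232 (n = 6), from -4041 to -730.5. The rank of PA0485 minus that of lasB was 1729.9 ± 1240.3 (n = 6), from 658.5 to 3396.5.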

The drip-flow biofilm data points clearly do not group with quorum sensing positive benchmarks (Figure 4B).

Quorum sensing has been associated with biofilm development in *P. aeruginosa *by many investigators [47-50], so our finding that this communication system is silent in three-day old drip-flow biofilms seems at odds with the literature. This result is internally consistent, however, with the elevated expression of two negative regulators of quorum sensing, *rsaL *[46] and *algR*, another repressor of quorum sensing [51]. The *algR *gene transcript ranked 252 in drip-flow biofilms and 1251 in the same comparator data sets used to compile Table 3. 

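The algR transcript, encoding a response regulator of alginate synthesis and twitching, ranked 275.5 ± 70.4 (SD, n = 6), from 205 to 367 on single arrays. Its signal of 1622 ± 632 (n = 6) was 4.1 times that of the median gene. The log2 signal of algR (PA5261) differed between 84 h and 72 h by -0.70 (SE 0.29), which did not pass (limma, adjusted p = 0.185), and by -0.10 after quantile normalization (adjusted p = 0.894).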

We speculate that quorum sensing may have been active at an earlier stage of biofilm formation in the drip-flow reactor.

### Transcriptional profiling - biofilm extracellular matrix genes

Extracellular polysaccharides and proteins are common constituents of the biofilm matrix. There are four putative or known polysaccharide biosynthetic operons in *P. aeruginosa *[52]. Both *pel *and *psl *genes were expressed in the biofilm while alginate biosynthetic genes were not. 

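Genes of the Pel and Psl polysaccharides held middle ranks. The first gene of the psl operon, pslA, ranked 2000.3 ± 636 (SD, n = 6) and pelG 1915 ± 792. The alginate genes algD, GDP-mannose dehydrogenase, and alg8, a glycosyltransferase, ranked 5305 ± 369 and 5344 (n = 6), and PA1381 5154 ± 463. Other members of each group spread widely: pelD stood at 1586 ± 539 (n = 6) and pelA at 5157 ± 331, pslD at 1655 ± 892 and pslH at 4709.6. The 15 psl genes had a median rank of 3247, above that of 26.2% of 10000 random lists, and the 7 pel genes one of 3107, above 39.3%. The 12 alginate genes had a median of 4156, above 1.89%, with algX at 1428 ± 477 (n = 6) and algI at 5573 ± 177. No member of the 3 groups was in the top 10%. Between 72 h and 84 h PA1381 differed by 1.12 (SE 0.26) on the log2 scale, which over all 6 arrays passed with a replicate block and not without it (limma, adjusted p = 0.0333, against 0.147) and not after quantile normalization with the block (adjusted p = 0.0586).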

Only the *pel *genes were up-regulated in biofilms compared to the three planktonic controls (Figure 6A). The low level of expression of *algD *in the drip-flow biofilm is consistent with prior reports that alginate is not an important constituent of PAO1 biofilms [53]. Our transcriptomic data suggest that the pel and psl polysaccharides may be important constituents of the extracellular matrix of drip-flow biofilms while alginate is unimportant (Figure 6A). 

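The adhesin gene cdrA (PA4625) ranked 1659 ± 535 (SD, n = 6) in the drip-flow biofilm, from 1046.5 to 2551.5 on single arrays. Its signal of 573 ± 90.6 (n = 6) was 1.39 times that of the median gene. The change from 72 h to 84 h was 0.12 (SE 0.21) on the log2 scale and did not pass (limma, adjusted p = 0.726).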

The rank of the *cdrA *gene, a recently described adhesin that interacts with the *psl *polysaccharide [54], was not much different in drip-flow biofilms and planktonic comparators.

**Figure 6:**
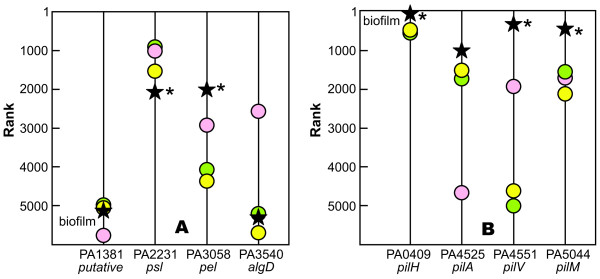
**Comparison of transcript ranks for selected genes involved in synthesis of extracellular polysaccharides (A) and production of pili (B)**. Symbols correspond to individual data sets as given in Table 1. An asterisk next to a data point indicates a statistically significant difference between the indicated data set and the combined data of three standard comparator data sets (see Materials and Methods for specifics).

Genes associated with the elaboration of type IV pili were strongly expressed in drip-flow biofilms (Figure 6B). This has led us to speculate that these extracellular proteinaceous appendages contribute to the mechanical stability of the biofilm rather than motility, perhaps by binding to extracellular DNA [55,56].

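All 4 pilus genes of Figure 6B were in the top 10%. The twitching response regulator pilH ranked 56.0 ± 29.2 (SD, n = 6), the minor pilin gene pilV 133 ± 36.5, the assembly gene pilM 195 ± 44.2 and the major pilin gene pilA 393 ± 213. Of 29 genes of type IV pili 10 were in the top 10% and 4 below the median, with a median rank of 911. The minor pilin genes fimU and pilW ranked 247 ± 135 and 255 ± 141 (n = 6). The motor gene pilT, needed for retraction, stood at 1419.9 ± 148 (n = 6), pilB, for extension, at 2101 ± 765 and pilF at 5164 ± 455. From 72 h to 84 h pilA (PA4525) differed by -0.70 (SE 0.27) on the log2 scale, which over all 6 arrays passed with a replicate block and not without it (limma, adjusted p = 0.0491, against 0.173). After quantile normalization with the block it was -0.27 and did not pass (adjusted p = 0.396).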

### Transcriptional profiling - independent identification of upregulated genes in biofilms

All of the preceding analyses were predicated using *a priori *identification of a set of genes associated with discrete physiological conditions. The comparison of transcript ranks can also be used to identify genes that are differentially regulated between the drip-flow biofilm data set and planktonic comparator data sets. Table 3 reports the 100 genes that ranked more highly in the drip-flow biofilm than in the comparator data set, by fold-changes in rank ranging from 8 to more than 100. 

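The genes and operons of Table 3 stand in 69 entries with 110 loci, and 51 of the entries are single loci. By the mean over an entry's loci, all 69 ranked higher in the biofilm than the paper's comparator rank on each of the 6 arrays. With the mean of ranks the comparator rank was 8 times the biofilm rank or more in 51 entries and less in 18, with a median of 11.4. With the rank of the mean signal, which matches the ranks printed for the 51 single loci within 1, it was 8 times or more in 66. The ratios that follow are by the mean of ranks. The largest ratio was that of oprH, an outer membrane protein induced at low magnesium, at rank 6.0 ± 2.37 (SD, n = 6) against the paper's 831, or 138.5 times. PA5446 at 9.33 ± 1.51 (n = 6) and rmf had ratios of 92.8 and 93.6. The smallest ratios were those of the Pf1 genes, at 1.66, and of PA4607 to PA4611, at rank 771 ± 106 (n = 6) and a ratio of 2.82. Both means mix unlike loci, and the SD does not show this. Mean ranks of single loci ran from 583 to 4670 in the Pf1 entry and from 21.8 to 3185 in the other. The lowest-ranked locus of each thus stood below the paper's comparator rank of 3323 or 2173. PA1592, at 4.67 ± 0.817 (n = 6), was the highest-ranked PAO1 gene. The study chose these genes on the same arrays, so their direction here is not independent evidence.

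**Figure D2:**
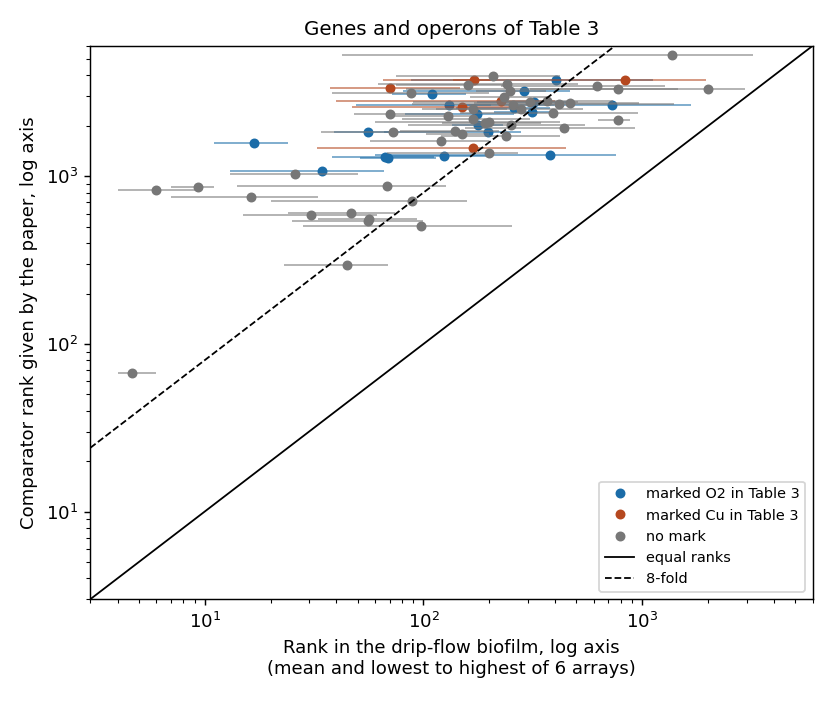
Rank in the drip-flow biofilm (mean and range of 6 arrays, log axis) against the comparator rank that the paper prints (log axis) for the genes and operons of Table 3. Blue marks entries noted for oxygen, red those noted for copper and grey the rest. The solid line marks equal ranks and the dashed line a ratio of 8. All points lie above the line of equal ranks.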

Some of the salient features of this list are genes associated with oxygen limitation (27 genes), copper stress (12 genes), bacteriophage Pf1 (10 genes), denitrification (8 genes), ethanol metabolism (4 genes), and three genes involved in type IV fimbrial biogenesis. 

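The 28 loci that Table 3 notes for oxygen limitation form 18 entries with a median rank of 176, from 16.8 for rmf to 729 for hutU, of histidine breakdown. The 12 loci noted for copper form 6 entries with a median rank of 169, from 70.7 ± 41.9 (SD, n = 6) for ptrA with PA2807 to PA3523. The nitrite reductase entry, PA0515 to PA0519 with nirF, nirC, nirM and nirS among its 5 loci, averaged 259 ± 81.7 (n = 6). The entry of norCB, the nitric oxide reductase, averaged 405 ± 382. Genes of ethanol metabolism varied widely: exaAB, ethanol dehydrogenase and its cytochrome, averaged 1362 ± 1163 (n = 6), and exaC, an aldehyde dehydrogenase, 217 ± 142. The exaAB entry split by time, from 42.5 to 800 on the 72 h arrays and from 1803 to 3197 on the 84 h arrays. The minor pilin entry of fimU and pilV averaged 190.1 ± 82.7 (n = 6). The Pf1 prophage entry averaged 1996 ± 1135 (n = 6), and stood at 815 and 308 on the replicate 1 arrays of 72 h and 84 h against 2942 at the lowest. The listed genes of these groups were chosen by the study on these arrays.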

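PA0713, PA3572 and PA0200 ranked 109 ± 32.0, 119.8 ± 53.6 and 159 ± 58.4 (SD, n = 6) in the drip-flow biofilm. The paper's comparator ranks were 28.4, 13.5 and 22.0 times these means of ranks, and 30.2, 15.1 and 24.1 times the biofilm ranks it prints. For pilH (PA0409), a regulator of twitching, PA3309, a universal stress protein, and napA (PA1174), the periplasmic nitrate reductase, the comparator rank was 9.62, 31.2 and 7.79 times the mean of ranks. By the printed biofilm ranks these ratios were 9.62, 32.6 and 9.01.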

Seven of the genes listed in Table 3 (PA0200, PA0409, PA0713, PA1174, PA3309, PA3572, PA5446) appear on the consensus list of gene transcripts upregulated in *P. aeruginosa *biofilms reported by Patell et al [7].

### Biological basis of biofilm antibiotic tolerance

*P. aeruginosa *strain PAO1 formed biofilms in the drip-flow reactor that were poorly killed by tobramycin or ciprofloxacin. This result is concordant with many previous investigations of antibiotic susceptibility of *P. aeruginosa *biofilms developed in other in vitro systems [12,13,43,57-82].

A plausible and long-standing explanation for reduced antibiotic susceptibility in biofilms is that nutrient limitation leads to slow growth or stationary phase existence for many of the cells in a biofilm, reducing their antimicrobial susceptibility [63,83-85]. This mechanism is consistent with all of our data. Multiple lines of evidence support oxygen limitation and arrested growth in drip-flow biofilms: oxygen concentration gradients (Figure 1), expression of genes associated with oxygen limitation (Figure 3B, Table 3) and stationary phase existence (Figure 3E), and stratified patterns of protein synthetic activity (Figure 2). In a previous study using a different in vitro biofilm model, we reported that oxygen limitation could account for 70 percent or more of the protection from six antibiotics observed in *P. aeruginosa *colony biofilms [12]. A recent report showed that ciprofloxacin and tetracycline preferentially killed the metabolically active subpopulation in *P. aeruginosa *biofilms [65].

Oxygen limitation is known to occur in vivo in cystic fibrosis patients [86]. Further, molecular biological evidence suggests that *P. aeruginosa *in the cystic fibrosis lung experiences anaerobic conditions [87]. In an investigation of in situ growth rates of *P. aeruginosa *obtained from chronic lung infections, approximately 11% of cells were determined to be in a non-growing stationary-phase based on their ribosome content [88]. The average specific growth rate of the growing bacterial cells was 0.31 h^-1^. This shows that a non-growing population may be relevant in vivo, though it suggests that the population of bacteria in the infected lung were overall more active than we describe here for drip-flow biofilms.

### Heterogeneity within the biofilm

Here we remark on the "averaging" that occurs when the entire biofilm is mashed up and extracted RNA is analyzed. This method mixes together the RNA from transcriptionally active cells in the aerobic upper layer of the biofilm with RNA from inactive bacteria in the lower layers of the biofilm. The result is not a simple average of the activities of the two layers because there is so much less mRNA in the inactive bacteria. Indeed, the inactive bacteria may contribute little to the overall microarray signal. For this reason, the transcriptome that has been examined in this work may best be thought of as representing the transcriptionally-active supopulation of bacteria rather than an average of the entire biofilm population.

A recently described laser capture microdissection technique provides a direct experimental approach for quantifying the amount of specific RNA sequences in distinct regions of the biofilm [10,11]. This method begins with cryoembedding an intact biofilm and preparing frozen cross sections. Small user-defined areas of the cross section can be physically removed and amplified by PCR to detect specific transcripts. Application of this approach to drip-flow *P. aeruginosa *biofilms has revealed that the upper layer of the biofilm is enriched in mRNA compared to the lower layers [10,11]. For example, in drip-flow biofilms the number of RNA copies of the housekeeping gene *acpP *was approximately 60 times smaller at the bottom of the biofilm compared to the top [10]. For the *rhlR *transcript the difference between top and bottom was approximately 30-fold [11].

### Utility of ranked transcriptome analysis

Conventional transcriptional profiling is applied to paired samples and allows for the discovery of genes that are differentially regulated between the two samples. For example, comparing the transcriptomes of samples grown at two different temperatures or in the presence and absence of a signaling molecule leads directly to the identification of genes regulated by temperature or by the specific signal chemistry. This is the usual usage of transcriptional profiling technology.

In this investigation, we sought to use transcriptional profiling to provide insight about the physiological activities of a single sample. Rather than chronicling the differences between two conditions (e.g., biofilm and planktonic), we wanted to ask and answer the question "What is the transcriptionally active biofilm cell doing?" To do this, we ranked the transcriptome, which makes manifest the priorities of the cell, at least at the transcriptional level. To interpret this ladder of genes, we independently identified from the literature sets of genes as markers of particular physiological activities and then compared the ranks of these genes to the ranks in several planktonic comparator transcriptomes. As the public database of transcriptional data expands, this approach becomes more and more feasible and powerful. Our effort is a preliminary one that surely will benefit from many improvements.

## Conclusions

The physiological activities of mature *P. aeruginosa *biofilms were elucidated by integrating existing knowledge of gene functions and transcriptional responses, a public database of transcriptomic data, a whole-biofilm transcriptome, and other chemical and biological assay results. The biofilm was found to be limited for oxygen, growing slowly, and exhibiting stationary phase character.

## Methods

### Bacterial strains and growth conditions

Pure cultures of the *Pseudomonas aeruginosa *strain PAO1 were used for all experiments involving antibiotic treatment. Experiments investigating patterns of protein synthetic activity, used strain PAO1 (pAB1), containing a plasmid with an IPTG inducible gene for expression of a stable GFP. The vector control *P. aeruginosa *PAO1 (pPMF54) contained the same plasmid as pAB1 without the GFP gene. *P. aeruginosa *was grown in *Pseudomonas *basal mineral medium [89] (PBM) containing 0.2 g l^-1 ^glucose for experiments measuring growth or antibiotic susceptibility. Inocula were grown in the same medium containing 1 g l^-1 ^glucose. Cultures were prepared in shake flasks at 37°C with 200 rpm agitation. Tobramycin sulfate was obtained from Sigma-Aldrich, ciprofloxacin hydrochloride was a gift of the Bayer Corporation. Viable cell numbers were determined by colony formation on tryptic soy agar (TSA; Becton Dickinson).

### Preparation of biofilms

Biofilms were grown in drip-flow reactors as described [36] using PBM supplemented with 0.2 g l^-1 ^glucose. Drip-flow reactors consisted of four parallel chambers that were covered with polycarbonate windows containing septa for the introduction of media using 22 gauge needles, and a filtered air vent. Media was pumped into the chambers at a flow rate of 60 ml h^-1^, dripping onto the stainless steel slides (8.5 cm × 1.3 cm) placed in the chambers. The reactors were placed on a stand inclined at 10° from horizontal and PBM would flow the length of the coupon and drain from the reactor. The reactors were inoculated by adding 1 ml of an overnight culture to 15 ml of fresh PBM used to cover the slides (inoculum OD_600 _≈ 0.3) in PBM (1 g l^-1 ^glucose). The reactor was sealed by clamping the effluent tubes and the inoculum was allowed to sit in the reactor for 18-24 h on a level surface. After the inoculation period, the reactor was inclined and flow was initiated. The entire drip-flow reactor was kept in a 37°C incubator. Medium flowing from outside the incubator was warmed by passing the silicone tubing through a grooved aluminum block kept in the incubator. The biofilms were grown in the drip flow reactors for 72 hours after the static inoculation phase.

### Biofilm protein synthetic activity patterns

*P. aeruginosa *PAO1 (pAB1) biofilms were grown for 72 hours in drip flow reactors. The medium was then supplemented with 1 mM IPTG and flow continued for 4 h. After this induction period, biofilm-covered slides were removed from the reactor and cryo-embedded in Tissue-Tek O.C.T. (VWR Scientific). Cryo-embedded biofilms were cryo-sectioned, and examined by confocal laser scanning microscopy with a Leica TCS NT with excitation at 488 nm and emission filter of 500 - 530 nm. Dimensions of the biofilm and the GFP-expressing zone were determined by image analysis using Scion Image software (Scion). Some specimens were counterstained with rhodamine B following IPTG induction of the GFP. In these cases, rhodamine B was introduced into the medium at a concentration of 5 μg ml^-1 ^for 30 min. The biofilms were then rinsed with fresh medium for 30 min before cryo-embedding.

### Oxygen concentrations in biofilms

Oxygen concentration profiles in biofilms were measured with microelectrode technology described in detail elsewhere [90,91]. The microelectrode manipulator was placed inside the incubator so that the measurements could be made at 37°C.

### Antibiotic susceptibility of biofilms

After 72 hours of growth in the absence of antibiotic, the desired antibiotic was added to the growth medium, and the flow continued for an additional 12 hours. Tobramycin was applied at 10 μg ml^-1 ^and ciprofloxacin at 1.0 μg ml^-1^. After treatment the stainless steel coupons were removed from the reactor and the number of viable cells was determined by scraping the biofilms into 9 ml of phosphate buffer (pH 7.2, 1.4 mM) and homogenizing for 1 min. The resulting cell suspensions were serially diluted and plated on TSA. Killing was reported as a log reduction. The log reduction was calculated relative to the cell count at time zero. Experiments were performed at least in triplicate.

### Re-suspended biofilm and planktonic susceptibility

The antibiotic susceptibility of log phase (OD_600 _0.030 - 0.08) and re-suspended biofilms of *P. aeruginosa *was determined. One milliliter of an overnight culture of *P. aeruginosa *PAO1 was sub-cultured into 29 ml of PBM (1 g l^-1 ^glucose) and grown overnight with agitation (37°C, 200 rpm) prior to exposure to antibiotics. One milliliter aliquots from the overnight cultures were mixed with 29 ml of fresh PBM (1 g l^-1 ^glucose) containing antibiotics (tobramycin at 10 μg ml^-1 ^or ciprofloxacin at 1.0 μg ml^-1^) to start treatment. Biofilms (72 h) scraped from coupons, were homogenized in phosphate buffer for 1 minute using a tissue homogenizer and re-suspended in 30 ml of PBM (1 g l^-1 ^glucose) with antibiotics (as above), to yield a cell density of 3.0 × 10^7 ^cells ml^-1^. After suspension in antibiotic containing media, cultures were placed in an orbital shaking incubator at 37°C and sampled over the course of 12 hours. The resulting cell suspensions were serially diluted and viable bacterial numbers were determined by plating on TSA.

### Preparation of biofilms for RNA extraction

Biofilms were grown in the drip flow reactor for either 72 h (n = 3) or 84 h (n = 3). 

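From 72 h to 84 h the genes of copper response, ethanol oxidation and denitrification stood lower and those of siderophores and of quinolone signal and phenazines higher. The median gene differed by 0.22 on the log2 scale, and list medians are given relative to it. The 20 copper genes had a median change of -1.56, the 9 ethanol oxidation genes -1.52 and the 34 denitrification genes -0.80 (limma camera with a preset correlation, adjusted p = 8.09e-12, 9.74e-11 and 1.2e-10, and adjusted p = 0.306 for each with an estimated correlation). The 28 siderophore and heme genes had a median of 0.27 (adjusted p = 4.44e-05, and adjusted p = 0.306 with an estimated correlation) and the 15 quinolone and phenazine genes 0.40 (adjusted p = 0.00194, and adjusted p = 0.477 with an estimated correlation).
Among genes whose signals at the 2 times did not overlap, the largest differences were those of exaB, the cytochrome of ethanol oxidation, at -1.97 (SE 0.38, n = 3 each), exaC at -1.81 (SE 0.35), exaA at -1.80 (SE 0.53), PA3819 at -1.67 (SE 0.48) and nirQ, of denitrification, at -1.63 (SE 0.40). In the other direction stood PA2670 at 1.73 (SE 0.72, n = 3 each), PA0986 at 1.67 (SE 0.48), PA2458 at 1.46 (SE 0.34), PA5265 at 1.38 and cyoD, of the quinol oxidase, at 1.37 (SE 0.59). None of these 10 passed over all 6 arrays without a replicate block (limma, adjusted p from 0.147 to 0.193). With the block exaB and exaC fell (adjusted p = 0.0154 for each), as did exaA (0.0287), nirQ (0.0315) and PA3819 (0.0334), while PA2458 (0.0287), PA0986 (0.0363), PA2670 (0.0432) and PA5265 (0.0442) rose. After quantile normalization with the block PA3819 (adjusted p = 0.145), PA0986 (0.0741), PA2670 (0.0782) and PA5265 (0.134) did not pass. The named genes that stood higher at 84 h were weak at 72 h, with mean signals from 59.4 for PA0986 to 154 for PA2670. The highest probe set with no PAO1 locus tag reached 197.3 on 72 h replicate 1, and 83.8 and 48.6 on replicates 2 and 3. The 5th percentile of gene probe sets itself was 122 to 177 at 72 h and 196 to 210 at 84 h.
Limma called 0 of 5545 genes at a false discovery rate of 5% (1346 by unadjusted p), and with ranks in place of log2 signal it also called 0 (676 by unadjusted p). With replicate number as a block limma called 560, of which 378 rose and 182 fell, and after quantile normalization with the block 200, of which 81 rose and 119 fell. These counts depend on single pairs: without pair 1, 2 or 3 they were 121, 1930 and 149, and 26, 963 and 0 after quantile normalization. Without a block, leaving out 72 h replicate 2 gave 708. Within lists, 7 of 9 ethanol oxidation genes and 13 of 20 copper genes fell with the block (8 and 15 adjusted over the list alone), and 9 of 34 denitrification genes fell (18 adjusted over the list alone). Against these, 1 denitrification gene rose (2 adjusted over the list alone), and 1 copper gene did when adjusted over the list alone. Of the 15 quinolone and phenazine genes 6 rose (12 adjusted over the list alone), among them pqsC at 1.10 and phzB1 at 1.03. After quantile normalization with the block 8 ethanol oxidation, 7 copper and 2 denitrification genes fell and 4 quinolone and phenazine genes rose (9, 11, 7 and 7 adjusted over the list alone). Adjusted over the list alone, 1 denitrification gene rose there. The 72 h and 84 h signals did not overlap in 1687 genes, and in 1002 after quantile normalization, where chance gives 10% of all genes, or 554.5.
Another 10 lists fell relative to the median gene by camera with the preset correlation: flagellum (-0.59, adjusted p = 5.99e-10), tricarboxylic acid cycle (-0.70, 9.12e-08), low-magnesium response (-0.63, 3.54e-07), type IV pili (-0.65, 3.92e-07), heat shock (-1.03, 3.92e-07), low-oxygen oxidases and Anr regulon (-0.70, 9.59e-06), ribosomal proteins (-0.45, 1.8e-05), arginine deiminase (-0.91, 0.000233), stationary phase (-1.03, 0.00325) and ATP synthase (-0.48, 0.0126). Alginate (0.36, adjusted p = 0.0297) and pel (0.27, adjusted p = 0.048) rose. None of the 17 list calls held with an estimated correlation (adjusted p = 0.502 for ribosomal proteins, 0.45 for ATP synthase, 0.521 for alginate and 0.306 for the other lists of this paragraph with an estimated correlation). After quantile normalization the medians of ribosomal proteins, ATP synthase and low-oxygen genes turned to 0.27, 0.19 and 0.12 (adjusted p = 0.0138, 0.867 and 0.615). The tricarboxylic acid cycle (adjusted p = 0.0596), type IV pili (0.131), arginine deiminase (0.692), stationary phase (0.622), alginate (0.111) and pel (0.0853) lists did not pass after it, and pyocins (0.00271, lower) and Pf1 (0.0195, higher) did. With signals as deposited the other 9 lists, among them type III secretion, RND efflux and psl, did not pass (adjusted p from 0.0904 to 0.899).

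**Figure D3:**
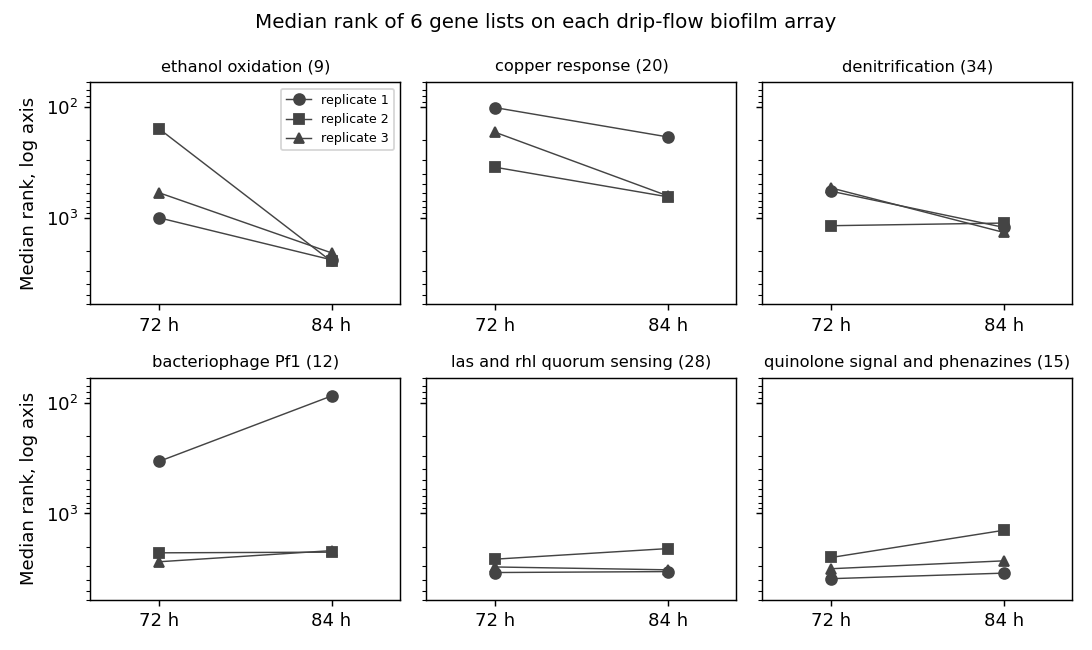
Median rank (log axis, highest rank at the top) of the genes of 6 lists on the 72 h and 84 h arrays, with lines that join arrays of the same replicate number and the number of genes of each list in brackets. Ethanol oxidation and copper response genes rank lower at 84 h in all 3 pairs, and Pf1 genes rank highest on both replicate 1 arrays.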

Data from these two time points were pooled. Biofilms were scraped directly into 1 ml of RNA*later*^® ^(Ambion). Clumps were dispersed by repeated pippetting with a micro-pipette and the recovered biofilms were stored at 4°C for one day prior to removal of the RNA*later*^® ^by centrifugation (15 min, 4°C, and 14000 g) and freezing of the biofilm cells at -70°C.

### RNA extraction

Biofilm cells were thawed on ice and re-suspended in 300 μl of 1 mg lysozyme ml^-1 ^Tris-EDTA buffer (TE; 10 mM Tris, 1 mM EDTA, pH 8.0) and divided into three aliquots. Each aliquot was sonicated for 15 s, and incubated at room temperature for 15 minutes. RNA was extracted with an RNeasy^® ^mini kit (Qiagen Sciences) with on column DNA digestion (DNA Free kit; Ambion) the three aliquots were combined onto a single column. RNA concentrations and purity were determined by measuring the absorbance at 260 nm, 280 nm and 230 nm using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). RNA quality was evaluated using the RNA 6000 NanoChip assay on a 2100 Bioanalyzer (Agilent Technologies). The 23 s:16 s rRNA ratio for all samples used exceeded 2.0.

### Microarray hybridization

Isolated total RNA (10 μg) was reverse-transcribed, fragmented using DNAseI and biotin end-labeled according to Affymetrix's Prokaryotic Target Labeling Protocol (GeneChip Expression Analysis Technical Manual; November, 2004). For each *Pseudomonas *genome array (#900339, Affymetrix), 4.5 μg of labeled fragmented cDNA was hybridized to the arrays at 50°C for 16 h with constant rotational mixing at 60 rpm. Washing and staining of the arrays was performed using the Affymetrix GeneChip Fluidics Station 450. Arrays were scanned using an Affymetrix GeneChip Scanner 7 G and GCOS software version 1.4. The MAS5 signal intensity for all the probes on the chip was determined.

### Comparison of rankings

Microarray data from studies of planktonic bacteria listed in Table 2 were used to interpret the data from our own microarrays. The available signal intensity data for all the probes on each microarray were downloaded from the NIH's gene expression omnibus (GEO) database and imported into Microsoft Excel along with our own microarray signal intensities. Our microarray data have been deposited in NCBI's Gene Expression Omnibus [92] and are accessible through GEO Series accession number GSE22164. For all of these data sets the probe intensities from each microarray were sorted from highest to lowest and the ranking for each of the loci of interest was taken as an average of the ranking from individual replicates.

Three of these data sets were repeatedly used as comparators; results of these particular comparators appear on most of the graphs in Figures 3, 5, and 6 and are the basis of the averaged comparator ranks reported in Table 3. These three data sets were the 20% oxygen condition of Alvarez-Ortega and Harwood [15]; the untreated control of Teitzel et al [20]; and the untreated control of Nalca et al. [18]. The first two were reported to be exponential phase cultures and the latter was described as an early stationary phase culture.

To compile the list of genes up-regulated in drip-flow biofilms, the average rank in the drip-flow biofilm data set was compared to the average rank in the three comparator data sets named above. The fold change in the rank between the biofilm and the planktonic comparators was calculated and the 100 genes with the highest fold change were tabulated.

### Statistics

Claims of statistically significant differences in transcriptome ranks are based on 109 individual two sample Welch *t*-tests (i.e. heterogeneous variances are modeled) on the ranks of each sample using a family-wise false discovery rate of 5% [93]. These analyses are similar to the non-parametric Friedman and Mack-Skillings rank tests used for the analysis of microarray data [94-97]. This approach is more conservative than the pooled *t*-test analysis of rank data advocated by Conover [98] since the Welch *t*-test models the obvious heteroscedastic variability between the ranks of the drip flow biofilm transcriptome and the ranks of the comparator transcriptomes.

## Authors' contributions

JF carried out the transcriptional profiling studies and helped to draft the manuscript. LR made measurements of biofilm antibiotic susceptibility and protein synthetic activity. BP assisted with microscopy. FR performed the oxygen microelectrode measurements. GE participated in the design of the study and formulation of hypotheses. AP performed the statistical analyses. AM performed the bioinformatic analysis that generated Figure 4. PS conceived the experimental and analytical approaches, supervised laboratory work and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 *P. aeruginosa *transcriptional profiling data sets used for comparison with colored symbol key. Click here for file

# Supplementary material for: Physiology of Pseudomonas aeruginosa in biofilms as revealed by transcriptome analysis
**Source:** BMC Microbiol. 2010 Nov 17;10:294. doi: 10.1186/1471-2180-10-294
**Supplement:** Additional file 1 — P. aeruginosa transcriptional profiling data sets used for comparison with colored symbol key.

Additional file 1. *P. aeruginosa* transcriptional profiling data sets used for comparison with colored symbol key.

GEO ID	Symbol Color	Medium	n	Reference
GSE6741	● 20% O ₂ – light green	minimal amino acids	2	[15]
	● 2% O ₂ – gold	37°C, sparged and stirred		
	● 0.4% O ₂ – red	exponential phase, OD ~		
	● 0% O ₂ + nitrate – dark green	0.08		
GSE2430	● untreated control – pink	BHI, 37°C, shaken;	2	[18]
		early stationary phase,<br>OD ~ 2.8		
GSE4152	● untreated control – yellow	MOPS buffered LB, 37°C,	2	[20]
	● Cu stressed – blue	early exponential phase,<br>OD ~ 0.2		
GSE2885	● OD ~ 0.2 – light gray	minimal glucose, 37°C,	2	[22]
	○ OD ~ 1.3 – white	sparged and stirred, three		
	● OD ~ 2.1 (Fe limited) – purple	points in batch culture		
GSE5604	● untreated control – light blue	minimal acetate, 20°C,<br>chemostat with dilution<br>rate 0.06 h ⁻¹	2	[17]

GSE7704	● control – brown	minimal citrate, 37°C,<br>shaken, OD ~ 0.6	3	[19]
GSE5443	● control – dark blue	LB, 37°C	2	[16]
GSE8408	● control – dark gray	minimal succinate and<br>non-sulfur containing<br>amino acids, 30°C,<br>shaken, OD ~ 0.2	3	[21]

How the deposited data were processed for this re-analysis (not part of the article)

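Drip-flow biofilms of *P. aeruginosa* PAO1 were measured on 6 arrays, 3 after 72 h and 3 after 84 h of growth by the sample labels and the methods. The values used are those the authors deposited in the series matrix, MAS5 signal intensity per probe set made with GCOS 1.4, for which no version of MAS5 is given. Signals ran from 0.1 to 54329.2, on a linear scale, and the arrays had already been scaled to a common trimmed mean. No further scaling was applied for the ranks or for the main comparison of times.

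The 5896 probe sets were divided by the target that their names give into 5545 of PAO1 genes, 199 intergenic, 117 with no PAO1 locus tag, 21 of rRNA or tRNA and 14 controls. Locus tags were taken from the probe set names, and 5504 of them were found in the RefSeq gene table, which gave 1737 a gene symbol. The platform's table gave 5500 probe sets 1 gene each, and 45 gene probe sets were absent from it and kept under the locus tag in their name. No read depth applies to arrays. Precision is the spread between arrays, given as SD, and the lower limit of detection was described by probe sets with no PAO1 locus tag.

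Ranks were computed on each array over all probe sets, with the highest signal as rank 1 and ties averaged, in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plotted with matplotlib 3.10.9. A gene's rank is the mean of its ranks over the arrays, and an operon's that of its loci. Rank differences were taken array by array. The comparator arrays were not analysed, and the methods' 109 t-tests on ranks, which involve comparator data sets, were not run. Of the genes of 26 lists, the median of the members' ranks was set beside 10000 random lists of as many gene probe sets (seed 7).

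Signals at 84 h and 72 h were compared as log2 values with limma 3.58.1 in R 4.3.3, with a trend in eBayes and the Benjamini-Hochberg false discovery rate at 5% over 5545 genes. Gene lists were tested with camera at its preset correlation of 0.01, adjusted over 26 lists. The p-values of limma measure only the spread between these arrays, since nothing states which biofilms were grown or processed together. Those of camera set the genes of a list against all other genes. At the preset correlation they treat genes transcribed together as nearly independent, so they do not measure the spread between arrays. Whether equal replicate numbers mark pairs was checked by the correlation, over genes, of each array's deviations from its time's mean. Arrays with the same number correlated at 0.51, 0.42 and 0.18, and those with different numbers at -0.42 to 0.04. Deviations cancel within a time, so the lower values with different numbers follow in part from the others. Replicate number was also used as a block, which is among the alternatives listed below. By rank correlation 72 h replicates 1 and 2 stood closest to the 84 h array of their number (0.843 and 0.945). But 72 h replicate 3 stood closer to 84 h replicate 2 (0.88) than to 84 h replicate 3 (0.841). The pairing is thus read from these data and is weak for number 3. Tested on simulated data with these designs, log2 changes of 1, 2 and 3 were found in 36.5%, 90.5% and 96.5% of the genes given such a change without the block, and in 58%, 95% and 97% with it. The data simulated for the block had part of each gene's variance shared within pairs, and those without it had none. The higher shares with the block are thus no evidence for the block in these arrays.

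The gene lists, the rule for genes named, the comparisons and most alternatives were fixed before the data were examined. Named are the genes that the paper names, the 15 top-ranked genes, for the comparison of times the 5 largest changes each way without overlap, since none passed, and the members with the largest changes in lists that passed. Alternatives for the ranks were ranks over PAO1 gene probe sets only, the rank of the mean log2 signal, either time alone, each array left out and the first and last locus of an operon only. Those for the comparison of times were quantile normalization, the lowest 25% of signals left out, eBayes without trend, ranks in place of log2 signal, the t-test on ranks of the methods, the replicate block, each array left out and, for lists, an estimated correlation and the rotation test fry. The rank of the mean signal, block fits without 1 pair, and combinations of quantile normalization, estimated correlation and block were added after the values had been seen. Probe sets whose names mark them as shared or incomplete were kept. Intergenic, rRNA, tRNA and control probe sets took part in the ranking and in no test of genes.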

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

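The tests of explanations for the signal floor and for the Pf1 genes were chosen only after these results had been seen.

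Single arrays stood apart from the other 5 in 8 of 158 series of ranks by Dixon's ratio, where chance gives 1 in 20, or 7.9. PA3187, of the glucose transporter, ranked 302 on 72 h replicate 1 against 58 to 143 elsewhere, and PA2381 114 against 51 to 74. The major pilin gene pilA ranked 801 on 84 h replicate 1 against 234 to 439, and the arginine deiminase and pyruvate fermentation genes had a median rank of 542 there against 154 to 227. On 84 h replicate 3 PA2485 ranked 1399 against 89 to 396, PA3819 255 against 28 to 108 and PA3973 732 against 217 to 381. The aerobic terminal oxidase genes had a median rank of 3679 on 72 h replicate 3 against 1857 to 2444.

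The intergenic probe sets are data that the paper does not describe. Of 199 of them, 110 had a signal above the highest probe set with no PAO1 locus tag on all 6 arrays, as did 4738 gene probe sets (85.4%). Both counts were set mainly by 72 h replicate 1, where 110 intergenic and 4742 gene probe sets lay above that array's highest, against 185 to 196 and up to 5541 on the other arrays.

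Most PAO1 genes had signals well above those of genes of other strains. On 72 h replicate 1 the weakest overlapped them, with a 5th percentile of gene probe sets of 122.3 against a highest other-strain signal of 197.3. For most genes unspecific hybridization is argued against, since the 5th percentile of gene probe sets was at least 4.43 times the median of probe sets with no PAO1 locus tag. Genomic DNA in the labelled cDNA and low-level transcription of most of the chromosome both predict that intergenic probe sets stand well above that median. The lowest ratio was 8.19, so both stay possible explanations, and these data do not separate them. The methods describe digestion of DNA, which bears on the first.

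Genes of the filamentous phage Pf1 stood out on both replicate 1 arrays, where their median rank was 338.5 at 72 h and 87.0 at 84 h, against 2165 to 2729 on the other 4. The coat protein gene coaB had a mean signal of 10424 there against 356.4, and PA0722 12184 against 704, and 7 of 12 members were higher on both arrays than on any other. A wider signal range of those arrays is argued against by the median log2 difference, which was 2.41 after quantile normalization and 2.47 before. A shift of those arrays shared by all genes of like signal is argued against, since 100% of 10000 random lists matched on signal had a lower difference (95% of them between -0.28 and 0.26). No biological explanation was tested.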

How the results depend on the processing

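The block fits without 1 pair, the combinations with the block and the rank of the mean signal were chosen after the results had been seen, as were the splits with the block, and the other splits before.

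For places in the biofilm a value counts as moved when it leaves the SD over the arrays. The rank of oprB lay between 19.7 and 32.7 over the alternatives, that of algR between 244 and 289.6, the difference of rpoS and fis between -1241.5 and -1028.2, and 16 to 19 marker genes ranked in the top 10% against 18. By this measure the exopolysaccharide genes of Figure 6A moved, from a median rank of 3577 to 3921 with the 72 h arrays alone, and the cause was not tested. Within their larger SD, the copper genes of Figure 5B ranged from 20.0 to 76.7 against 58.0, the oxidative stress genes of Figure 5A from 1039 to 2017 against 1484 and the nitrate genes of Figure 3D from 1759 to 2887 against 2333. Entries of Table 3 at a ratio of 8 or more numbered 45 with the 84 h arrays alone and 66 with the rank of the mean signal, against 51.

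Between 72 h and 84 h limma called 0 genes, and 560 with the replicate block, 67.5% of them higher at 84 h. After quantile normalization with the block it called 200, of which 40.5% were higher, so the direction of the calls depends on the scaling. Leaving out 1 array gave from 0 to 708, the latter only without 72 h replicate 2, and the block without pair 1, 2 or 3 gave 121, 1930 and 149, and 26, 963 and 0 after quantile normalization. The cause was not tested. Quantile normalization, the filter on signal, eBayes without trend, ranks and the methods' t-test each called 0 (643, 1056, 1331, 676 and 390 by unadjusted p). Of the 74 genes named for this comparison, over all 6 arrays 43 passed with the block and 0 without it. They were picked for large changes on these same arrays, so this share is no rate for marker genes or for genes at large. Without a block, leaving out 1 array at a time made 37 calls of named genes, and the only such fit with any call was that without 72 h replicate 2.

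Of the 17 lists that passed by camera, 0 did so with an estimated correlation, with or without the block or after quantile normalization with both. The rotation test fry called 2, RND efflux and pel, and quantile normalization gave 11, of which 8 were among the 17 in the same direction, 2 were new (pyocins and Pf1) and ribosomal proteins had turned. Leaving out 1 array gave 15 to 19, and the block 18. After quantile normalization 3 lists turned from lower to higher relative to the median gene: ribosomal proteins to 0.27 (adjusted p = 0.0138, and 0.00196 with the block), ATP synthase to 0.19 (adjusted p = 0.867, and 0.583 with the block) and low-oxygen oxidases and the Anr regulon to 0.12 (adjusted p = 0.615, and 0.567 with the block). With an estimated correlation as well, adjusted p was 0.679, 0.796 and 0.793. The 99th percentile of gene signals was higher at 72 h, which is a matter of range that quantile normalization removes; whether range or abundance differed was not tested.

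The real grouping by time was set beside all 10 splits of the arrays into 3 and 3. The count of 0 genes was matched by 10 of 10 splits, with 0 as the highest other value, and after quantile normalization another split called 7. With the block, 1 of the 4 splits that part every pair, the real one, reached 560, and the highest other was 0. For lists 1 of 10, the real one, reached 17, and the highest other was 14, but after quantile normalization 11 stood against 16. By unadjusted p, 1346 genes stood against 716 at most, but after quantile normalization 643 stood against 845. The splits are too few for a test.

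Signals near those of probe sets with no PAO1 locus tag limit what a low rank tells. On 72 h replicate 1, the array with the highest background, 85.5% of gene probe sets lay above the highest of them, so an absence of transcription is not shown by a low rank.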

Differences from the paper's values

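The rank of the mean signal was added as an alternative after the values had been seen, and all other alternatives here were fixed before.

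Of 72 values taken from the paper's text and Table 3, 6 differ by the rule fixed before the data were examined, and of 54 values read by eye from figures, 4 differ. The rule allows the SD over arrays of the mean of ranks, for alternatives too, so a gap that counts as closed can stay large. The average rank of oprB, the difference of rpoS and fis, and algR, 252 in the paper and 275.5 ± 70.4 here, do not differ by that rule.

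In Table 3 the paper gives the Pf1 genes PA0717 to PA0726 a rank of 185, and the mean here was 1996 ± 1135. Of 11 alternatives fixed before, the first and last locus alone (1111) closes the gap by that rule, though only because the SD is wide. The other 10, from 1337 to 2334, do not. The paper gives rmf (PA3049) a rank of 11, and the mean here was 16.8 ± 5.19. Ranks over PAO1 gene probe sets (12.7), the rank of the mean log2 signal (13.0), the 84 h arrays alone (15.3) and leaving out 72 h replicate 2 (15.4), 72 h replicate 3 (16.2) or 84 h replicate 2 (16.2) close it. The 72 h arrays alone (18.3), leaving out any other array and taking the first and last locus do not.

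For PA3186 to PA3190, the operon of oprB, the paper's rank is 68 and the mean here was 438 ± 339.6. The 84 h arrays alone (389.6), the rank of the mean log2 signal (329.8), leaving out 72 h replicate 1 (339.98) or 84 h replicate 1 (365) and the first and last locus (72.9) close it, and the other 6 alternatives do not. For PA3369 to PA3371 the paper's rank is 196 and the mean here was 776 ± 561. The 72 h arrays alone (604), the rank of the mean log2 signal (395), leaving out 72 h replicate 2 (663), 84 h replicate 2 (641) or 84 h replicate 3 (738) and the first and last locus (469) close it, and the other 5 do not.

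For the copper genes PA3515 to PA3519 the paper's rank is 92 and the mean here was 227 ± 135. Ranks over PAO1 gene probe sets (218), the rank of the mean log2 signal (127.6), the 72 h arrays alone (126) and leaving out 72 h replicate 2 (225), 84 h replicate 1 (209), 84 h replicate 2 (192) or 84 h replicate 3 (219) close it, and the other 4 do not. For PA4607 to PA4611 the paper's rank is 136 and the mean here was 771 ± 106. Only the first and last locus (57.9) closes it, and the other 10 do not.

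The rank of the mean signal, chosen after the values had been seen, gives 932, 11, 311, 263, 91.8 and 772 for these 6 entries in the order above. By the rule it closes the gap for all but PA4607 to PA4611. For the Pf1 genes and the operon of oprB it still stays far from the paper's 185 and 68. It puts 66 of the 69 entries at a ratio of 8 or more, against 51 with the mean of ranks, and so leaves 3 of the paper's entries below it. For PA3523 the paper's rank is 128, the mean here was 835 ± 870.3 and the rank of the mean signal 128. The entries of Table 3 hold 110 loci here, where the paper counts 100 genes.

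From figures, mexA ranks about 200 in the paper's Figure 5C, read by eye, and 402 ± 140.1 here. Of 10 alternatives fixed before, the 84 h arrays alone (304) close the gap within the error, and the other 9 do not. In the paper's Figure 6B, read by eye, pilA ranks about 1000 against 393 ± 213 here, pilV about 310 against 133 ± 36.5 and pilM about 440 against 195 ± 44.2, and no alternative of the 10 closes these gaps. Ranks of the mean signal, also chosen after the values had been seen, were 411, 317, 123 and 212 for these 4 genes and close none. Readings by eye are rough at high ranks: rsaL was read at 130 and rmf at 90, where Table 3 prints 45 and 11. For fimU with pilV Table 3 prints 167, and the rank of the mean signal here was also 167. Errors of reading may thus account for these gaps, and a disagreement with the paper is not shown.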

Other observations

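The test of how Table 3 was averaged was chosen after its ranks had been seen, and no other test in this part bears on an explanation.

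Beside PA1592 and oprH, the 15 highest-ranked genes of the biofilm included the lipoprotein gene oprI at 7.33 ± 2.07 (SD, n = 6), the chaperonin gene groES at 9.17 ± 2.23 and azu, the electron carrier azurin, at 12.2, and the regulator genes mvaT at 16.8 and amrZ, of alginate and motility, at 26.3. Ribosomal protein genes also ranked high: 36 of 49 listed genes were in the top 10%, with a median rank of 231 and rpmI at 22.7. The list also holds tsf, trmD, rimM and accB, which are not ribosomal proteins. Of 9 ATP synthase genes 6 were in the top 10% (median 418, atpF at 78.3 and atpI at 3918), as were 9 of 16 genes of the tricarboxylic acid cycle and glyoxylate shunt (median 554, sucD at 129.7 and the aconitase acnA at 3499).

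Of 10 heat shock genes 5 were in the top 10% (median rank 456), with groEL at 65.8 ± 23.5 (n = 6) and dnaK at 319.8. The low-magnesium group of lipopolysaccharide modification had 7 of 18 members there (median 805), among them PA4773 at 124, pmrA at 215 and arnA at 351, in addition to oprH. Of 31 flagellum genes 6 were in the top 10%, with the flagellin gene fliC at 30.0 ± 14.1 (n = 6) and the motor gene motA at 4268, and the median of 1661 was above that of 99.7% of 10000 random lists. The lists of type III secretion and pyocin genes had low median ranks, with 23 of 39 and 22 of 37 members below the median of the ranking. Type III secretion genes (39) had a median of 3654, above 2.05% of random lists, and pyocin genes (37) one of 3631, above 2.8%, with 0 members of either in the top 10%. The best placed were the translocator gene popB at 653 and PA0621 at 603. Ethanol oxidation genes had a median rank of 1494.5, above 96.0% of random lists, and Pf1 genes one of 1755, above 95.2%. Both places mix unlike arrays. Ethanol oxidation medians were 158 to 1003 at 72 h and 2078 to 2483 at 84 h. Those of Pf1 were 338.5 and 87.0 on the replicate 1 arrays and 2165 to 2729 on the others.

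The ranks that Table 3 prints for single loci match ranks of the mean signal over the arrays, and means of ranks are argued against for them. The rank of the mean signal came within 1 of the printed rank in 51 of 51 entries of 1 locus, the mean of ranks in 3 and the rank of the mean log2 signal in 9. That the table leaves out some arrays is argued against, since no subset of 1 to 5 arrays gave more than 18 such entries. Genes with a high signal on few arrays rank higher in this way, such as PA3523, at 128 by mean signal and 835 by the mean of ranks. The loci of operons were not part of this test.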
